# Control of the Inflammatory Macrophage Transcriptional Signature by miR-155

**DOI:** 10.1371/journal.pone.0159724

**Published:** 2016-07-22

**Authors:** Kyle A. Jablonski, Andrew D. Gaudet, Stephanie A. Amici, Phillip G. Popovich, Mireia Guerau-de-Arellano

## Abstract

Inflammatory M1 spectrum macrophages protect from infection but can cause inflammatory disease and tissue damage, whereas alternatively activated/M2 spectrum macrophages reduce inflammation and promote tissue repair. Modulation of macrophage phenotype may be therapeutically beneficial and requires further understanding of the molecular programs that control macrophage differentiation. A potential mechanism by which macrophages differentiate may be through microRNA (miRNA), which bind to messenger RNA and post-transcriptionally modify gene expression, cell phenotype and function. We hypothesized that the inflammation-associated miRNA, miR-155, would be required for typical development of macrophage inflammatory state. miR-155 was rapidly up-regulated over 100-fold in inflammatory M1(LPS + IFN-γ), but not M2(IL-4), macrophages. Inflammatory genes *Inos*, *Il1b* and *Tnfa* and their corresponding protein or enzymatic products were reduced up to 72% in miR-155 knockout mouse M1(LPS + IFN-γ) macrophages, but miR-155 deficiency did not affect expression of the M2-associated gene *Arg1* in M2(IL-4) macrophages. Additionally, a miR-155 oligonucleotide inhibitor efficiently suppressed *Inos* and *Tnfa* gene expression in wild-type M1(LPS + IFN-γ) macrophages. Comparative transcriptional profiling of unstimulated and M1(LPS + IFN-γ) macrophages derived from wild-type (WT) and miR-155 knockout (KO) mice revealed that half (approximately 650 genes) of the signature we previously identified in WT M1(LPS + IFN-γ) macrophages was dependent on miR-155. Real-Time PCR of independent datasets confirmed that miR-155 contributed to suppression of its validated mRNA targets *Inpp5d*, *Tspan14*, *Ptprj* and *Mafb* and induction of *Inos*, *Il1b*, *Tnfa*, *Il6* and *Il12*. Overall, these data indicate that miR-155 plays an essential role in driving the inflammatory phenotype of M1(LPS+ IFN-γ) macrophages.

## 1. Introduction

Macrophages are found in all tissues of the body and help maintain homeostasis during embryonic development and throughout life [1,2]. In response to inflammatory stimuli (e.g., infection or tissue injury), resident macrophages become activated and blood monocytes are recruited to the inflammatory focus where they differentiate into macrophages. Collectively, the functions of resident and recruited macrophages are essential for ensuring tissue sterility and restoring homeostasis through the induction of wound healing and repair [3,4].

*In vivo*, cues in the tissue microenvironment, including cytokines and/or pathogen-or danger-associated molecular patterns (PAMPs or DAMPS, respectively) from pathogens or dying/damaged cells promote inflammatory macrophage phenotype and function [3,5]. Evidence for the existence of a spectrum or wheel of plastic macrophage phenotypes *in vivo* has been gathered in recent years [6,7]. Such varied phenotypes would be required to adapt to different and/or overlapping environmental stimuli and *in vivo* roles. *In vitro*, discrete macrophage phenotype models have been created to model some of these phenotypes [8]. For example, macrophages stimulated with interferon-γ (IFN-γ) and TLR agonists (e.g., lipopolysaccharide (LPS)) differentiate into one of the “classically” activated inflammatory M1 spectrum macrophages [8–12], further defined by the recently proposed nomenclature as M1(LPS + IFN-γ) macrophages [10]. Other M1 spectrum macrophages include M(LPS) and M(IFN-γ) stimulated macrophages [9,10]. Conversely, stimulating macrophages with anti-inflammatory cytokines like IL-4 or IL-13 has been described to generate alternatively activated, M2 or M(IL-4) macrophages [13–15]. *In vivo*, these cytokines are produced by T helper 2 (Th2) lymphocytes during immune responses to parasitic infections or allergens.

Murine inflammatory M1(LPS + IFN-γ) macrophages express cytokines such as TNF-α, IL-1β, IL-6 and IL-12, chemokines such as CCL5 and CXCL8 and surface molecules such as CD38, CD80 and CD86 [16,17]. They also express the enzyme inducible nitric oxide synthase (iNOS) which transforms arginine into the oxidizing and microbicidal product nitric oxide (NO) for resistance to bacterial infection [3,8–10,12,18]. However, excess or unresolved inflammatory macrophage responses can cause chronic inflammation and tissue damage. Indeed, inflammatory macrophages have been implicated in the pathogenesis of several inflammatory conditions including atherosclerosis, diabetes and glomerulonephritis [8,19,20]. In the nervous system, inflammatory macrophages have been associated with multiple sclerosis, amyotrophic lateral sclerosis, stroke, spinal cord injury and traumatic brain injury [21–25].

In contrast, murine M2(IL-4) macrophages up-regulate mannose receptor (Mrc1, a.k.a. CD206) and have increased phagocytic and antigen presentation capabilities relative to M1 cells [26]. Murine M2(IL-4) macrophages also strongly up-regulate arginase-1 (Arg-1), shifting arginine metabolism into polyamines including ornithine and urea [13,27]. This is an alternative pathway to the induction of iNOS and is less toxic to microbes and vulnerable post-mitotic host cells (e.g., neurons) [28]. A switch from M1-like to M2-like macrophages is thought to occur during natural resolution of inflammation and, as a result, M2-like macrophages are often described as having anti-inflammatory or reparative functions. However, excessive or uncontrolled M2-like macrophage activity may cause diseases such as fibrosis or asthma [20].

Understanding the mechanisms that control macrophage gene transcription may lead to new tools or therapies that can be used to manipulate divergent macrophage populations *in vivo*. MicroRNAs (miRNAs) are small RNAs, 19 to 24 nucleotides in length, that act as master regulators of gene expression, differentiation and cell function [29,30]. miRNAs inhibit protein translation and/or induce mRNA degradation by binding complementary sequences on the 3’ untranslated region (UTR) of target gene mRNA [31]. Emerging data indicate that miRNAs control large transcriptional networks associated with immune cells and CNS resident microglia [32–38].

Here, we report that miR-155 is critically important for controlling the signature of inflammatory M1(LPS + IFN-γ) macrophages. Indeed, macrophages from miR-155 knockout (KO) mice as well as wild-type (WT) macrophages treated with a miR-155 oligonucleotide inhibitor failed to express M1 macrophage markers, including Nos2, *Tnfa* and *Il1b* in response to stimulation with LPS + IFN-γ. Comparative transcriptional profiling of unstimulated and M1(LPS + IFN-γ) macrophages derived from wild-type (WT) and miR-155 knockout (KO) mice revealed that half (approximately 650 genes) of the signature previously identified in WT M1(LPS + IFN-γ) macrophages [17] was dependent on miR-155. We confirmed that miR-155 is required to suppress validated miR-155 targets *Inpp5d*, *Tspan14*, *Ptprj and Mafb* in M1 macrophages. The loss of these miR-155 targets in inflammatory M1(LPS + IFN-γ) macrophages may mediate miR-155 dependent increases in inflammatory mediators and costimulatory/adhesion molecules. In conclusion, we have identified miR-155 as a pivotal regulator of the M1(LPS + IFN-γ) inflammatory macrophage signature and a potential therapeutic target in inflammatory diseases.

## 2. Materials and Methods

### 2.1. Mice

Wild-type (WT) or miR-155 KO (B6.Cg-*Mir155tm1*.*1Rsky*/J) mice on the C57BL/6J background (Jackson Laboratories) were bred and kept in specific pathogen-free conditions at The Ohio State University Laboratory Animal Resources. All animal experiment procedures were approved under Ohio State University’s IACUC protocol # 2009A0036-R1 and 2013A00000151 to ensure the humane care and use of animals. Euthanasia was performed by cervical dislocation after ketamine/xylazine anesthesia or CO_2_ treatment.

### 2.2. Bone marrow derived macrophages (BMDM)

To generate BMDM, the bone marrow cells from femurs and tibias from mice were harvested and cultured as previously described [25]. Briefly, isolated cells were incubated in Dulbecco’s Modified Eagle Media (DMEM, Mediatech, Herndon, VA) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Life Technologies, Grand Island, NY)), 1% penicillin/streptomycin, 1% glutamine, and 20% L929 cell supernatant (containing macrophage colony stimulating factor). On day 7 in culture the cells were counted and replated at a density of 0.5–1.0x10^6^ cells/well (24-well plate). No significant differences in CD11b^+^F480^+^ percentage were observed between WT and miR-155 KO BMDMs (WT: 80 ± 2.3, n = 4, KO: 78 ± 1.5, n = 4, t test p = NS; one experiment representative of 3 independent experiments with n≥3 each). Cells were classically or M1-activated (M1(LPS + IFN-γ) condition) with LPS (10 mg/ml, Sigma-Aldrich) + IFN-γ (20ng/mL, E-bioscience, San Diego, CA) or alternatively/M2-activated (M2(IL-4) condition) with IL-4 (20ng/mL, E-bioscience) or received media alone (unstimulated M0 condition) for 24 hours. Cells were harvested at the indicated time-points for RNA isolation, protein isolation or flow cytometry. The 24-hour time-point was chosen as it has been shown by us and others to be sufficient for expression of murine M1 and M2 markers [11,17,39] and fits with the first-line-of-defense function of innate immune cells. Later time-points were not ideal as untreated macrophages kept in culture have been shown to induce M2 marker expression [17].

### 2.3. RNA Isolation

To examine miRNA expression, cells were isolated using the miRVana isolation kit (Life Technologies) according to manufacturer specifications. RNA quality/concentration was quantified using a Nanodrop spectrophotometer (ThermoScientific, Wilmington, DE) and/or Agilent bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples were stored at -80°C until analysis.

### 2.4. miRNA and Real-Time PCR

miRNA expression was determined by Taqman Real-Time PCR using miR-27, miR-29b, miR-155, miR-223, miR-124 and sno-202 primer and probe sets (Life Technologies), according to manufacturer’s instructions. Briefly, after an initial cDNA transcription using specific miRNA primers to generate cDNA using 10 ng RNA as a template, PCR was performed using Taqman universal PCR mix and gene-specific miRNA primers and probe mixture. Reaction mixture was run in an Applied Biosystems 7900 Real-Time PCR machine with denaturation step at 95°C for 10 minutes, followed by 40 cycles of denaturation at 95°C for 15 seconds and primer annealing/extension at 60°C for 60 seconds. miRNA expression was normalized to the small RNA sno202.

mRNA gene expression was determined using SYBR Green or Taqman quantitative Real-Time PCR on cDNA template. cDNA was generated from 500–1000 ng RNA per sample using random hexamer primers (pN6) and Superscript II (Life Technologies), according to manufacturer’s instructions. Product was amplified with 0.5 μM forward and reverse primers of gene of interest and SybrGreen Mastermix (Life Technologies) or with Taqman primers and probe sets and Taqman Mastermix (Life Technologies) on an Applied Biosystems 7900 Real-Time PCR. The primer sequences for SybrGreen primer sets were the following: *Nos2* (F: GGCAGCCTGTGAGACCTTT; R: TTGGAAGTGAAGCGTTTCG), *Il1b* (F: CAGGCTCCGAGATGAACAAC; R: GGTGGAGAGCTTTCAGCTCATAT) and *Tnfa* (F: CTGTGAAGGGAATGGGTGTT; R: GGTCACTGTCCCAGCATCTT). All other genes used Taqman primer and probe sets commercially available from Applied Biosystems. Expression of target genes was normalized to hypoxanthine guanidine phosphoribosyltransferase (*Hprt*) as a loading control. Real-Time PCR data was analyzed using the comparative Ct (ΔΔCT) method or the standard curve method depending on whether the test gene and *Hprt* gene amplification efficiencies were comparable or not [40,41].

### 2.5. Protein analysis

Lysates and media were collected for multiplex protein array analysis. Lysates were collected in RIPA buffer + 0.5% bovine serum albumin. Samples were analyzed using a system that uses microbeads and flow cytometry (Bio-Plex Suspension Array System, Bio-Rad Laboratories Inc., Hercules, CA). Fluorescent-coded beads are conjugated to defined antibodies that recognize the cytokines/chemokines in this quantitative technique. The cell lysates or control media were first incubated for 90 min with all of the microbeads types. After washing, the samples were incubated with biotinylated secondary antibodies also specific for the target cytokines for 30 min. The samples were washed again, incubated with streptavidin-coupled phycoerythrin reporter for 10 min, and then subjected to a final wash. The samples were then diluted in buffer and underwent flow cytometry analysis. At least 100 microbeads were assayed for every sample. The concentrations of each cytokine were calculated based on the inclusion of a standard curve with defined amounts of every analyte.

### 2.6. Flow cytometry

The bone marrow, lymph nodes and spleen of WT and miR-155 KO mice (n = 6-9/mice/group, three independent experiments) were harvested and processed to a single cell suspension. Cells were blocked with anti-mouse FcR antibody (CD16/CD32, BD, Product # 553141) for 15 min at 4°C in FACS buffer (PBS with 2% FBS and 1 mM EDTA) and subsequently surface stained with antibodies for CD11b (clone M1/70 or IgG2b, k isotype, Biolegend), CD11c (Clone N418 or Armenian hamster IgG isotype, BD), Ly6C (clone HK1.4 or rIgG2a, k isotype, Biolegend) and Ly6G (clone 1A8 or rIgG2a, k isotype, Biolegend), F480 (clone BM8 or rIgG2a, k isotype, Biolegend) for 15 min at 4°C. Cells were washed three times with FACS buffer and run through a BD FACSCanto Flow Cytometer (BD, NJ). Data was analyzed with FlowJo (Treestar, OR).

### 2.7. miRNA mimic and inhibitor transfection

Mouse bone marrow-derived macrophages were transfected overnight with 200 nM of double-stranded Power miRNA inhibitors (Exiqon Inc, Woburn, MA) or 7 nM single stranded precursor miRNA mimics (ThermoFisher) using the Transit-TKO Reagent (Mirus Bio LLC, Madison, WI). Power Inhibitor sequence were GTGTAACACGTCTATACGCCCA for nonsense control (NS) (Exiqon 199020–00) and GTGTAACACGTCTATACGCCCA for miR-155 (Exiqon 428232–00). miRNA mimic sequences/catalog number were AM17111 for miR control and UUAAUGCUAAUUGUGAUAGGGGU/AM17100 for miR-155. Cells were transfected for approximately 18 hours before transfection reagents were removed and macrophages received exogenous cytokines to stimulate differentiation. Macrophages received either LPS (10 ng/mL) + IFN-γ (20 ng/mL) to stimulate the M1(LPS+ IFN-γ) condition, IL-4 (20ng/mL) to stimulate the M2(IL-4) condition, or media alone for the unstimulated (M0) condition. Cells were subsequently lysed for RNA 24 hours post-stimulation.

### 2.8. Microarray

Total RNA was prepared from bone marrow-derived macrophages of 3 WT and 3 miR-155 KO mice treated in M0 or M1 conditions (as defined in M&M section 2.2) for 24 hours using the miRVana isolation kit (Ambion). RNA quality was analyzed by the RNA 6000 Nano Chip (Agilent, and only samples with an RNA Integrity Number (RIN) >7 were used for further processing. One KO sample had insufficient RNA quality for microarray and was therefore removed from analysis. RNA was processed and hybridized to the Affymetrix Mouse 430 2.0 chips at the Ohio State University Comprehensive Cancer Center (OSUCC) Microarray facility. Raw data were normalized with the RMA algorithm implemented in the ‘‘Expression File Creator” module from the GenePattern software package [42]. Data were visualized with the Multiplot modules from GenePattern. Array data are deposited at the Gene Expression Ommibus (GEO) NCBI database with accession numbers GSE69607 (WT) and GSE77452 (KO).

### 2.9. Ingenuity Pathway Analysis

A gene list was compiled from the Affymetrix array results for ingenuity pathway analysis (IPA) using the genes that had a ≥2 fold change (FC) difference between WT M1 vs. WT M0 but a <2FC between KO M1 vs. KO M0 macrophages [17] plus genes that had a ≥2FC between WT M1 and KO M1 macrophages. A Core Analysis was run on this data set to determine the pathways most affected by the loss of miR-155. Additionally, the miR Target Filter was used to identify potential direct miR-155 targets from the full list of microarray probes, identified as any genes that were down-regulated in the WT M1 vs. WT M0 were considered potential direct targets of miR-155.

### 2.10. Statistical analysis

Statistical significance was determined using unpaired t-test (two-tail, equal SD) or analysis of variance (ANOVA) followed by Tukey post-hoc test. For microarray analysis, p values were Benjamin-Hochberg adjusted for multiple comparisons. Statistical significance was determined to be p<0.05. Analysis was completed using GraphPad Prism or GenePattern.

## 3. Results

### 3.1. miR-155 is selectively up-regulated in classically activated M1(LPS + IFN-γ) macrophages

Specific miRNA expression signatures have been associated with discrete cellular lineages or phenotypes [32,36]. We analyzed expression of miR-27b, miR-29b, miR-155, miR-124 and miR-223 in bone marrow-derived mouse macrophages differentiated in M0 (unstimulated), M1(LPS + IFN-γ) and M2(IL-4) conditions. These miRNAs were analyzed because they have been linked to inflammatory responses in which macrophages comprise the primary subtype of responding leukocytes [32,35–37,43]. Of these miRNAs, miR-155 was the most highly up-regulated in response to M1(LPS + IFN-γ) stimulation conditions (fold change (FC) ± standard deviation (SD) = 182 ± 13, ANOVA followed by post-hoc Bonferroni test p< 0.005). In contrast, miR-155 was not up-regulated in M2(IL-4) macrophages (1.0 ± 0.153) (**Fig 1A**).

**Fig 1:**
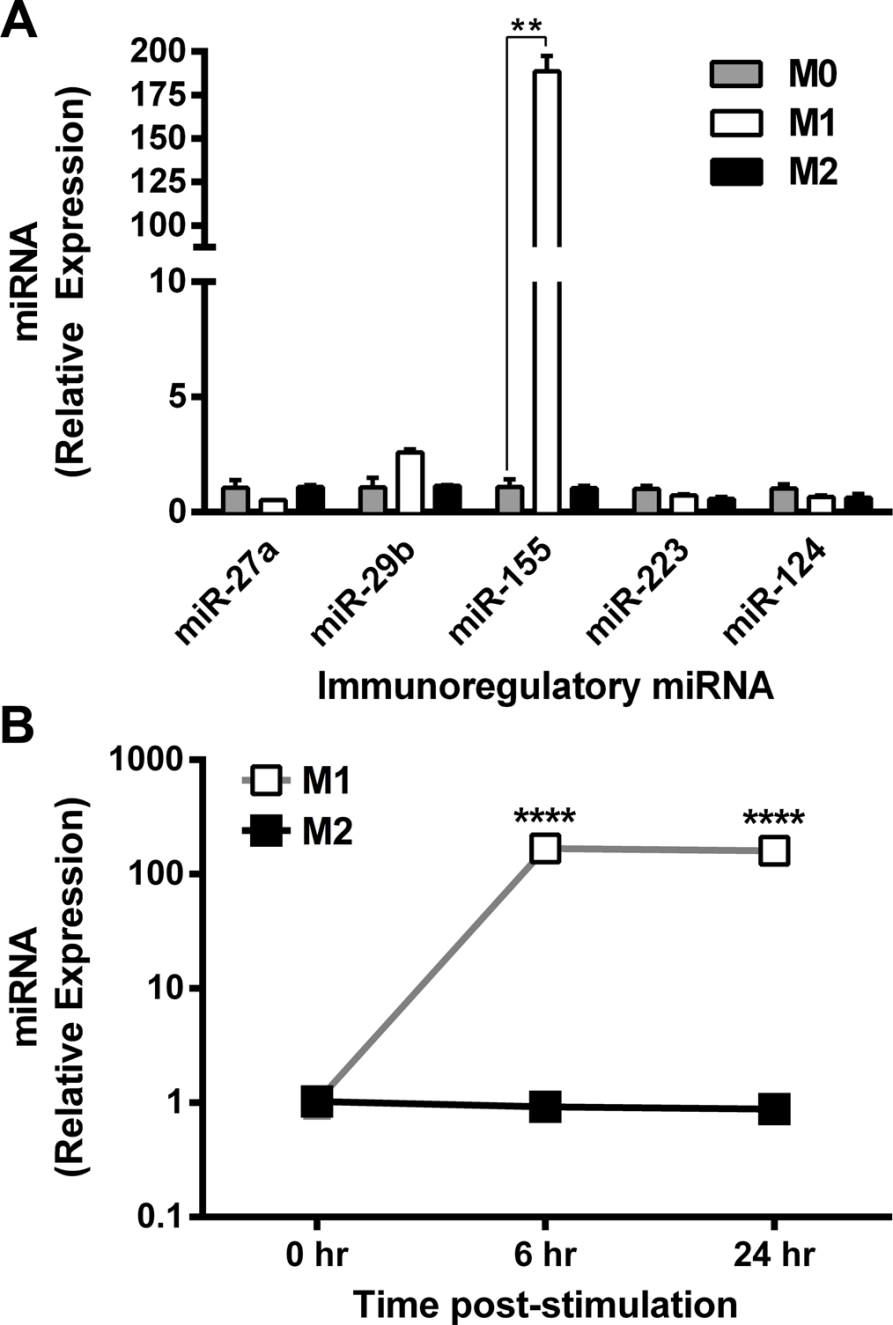
miR-155 is associated with the classically activated macrophage phenotype. Expression of miRNAs was determined by Taqman Real-Time PCR and expressed as mean relative expression (+ SEM) in **(A)** macrophages stimulated *in vitro* for 24 hours in M0, M1, and M2 (n = 3) conditions; expression relative to M0 condition; Post-hoc ANOVA, **p<0.005. **(B)** M1 and M2 macrophages activated *in vitro* over a 48 hour period; expression relative to 0 hour pre-stimulation time-point. Unpaired t-test, ***p<0.001. Results reproduced in two independent experiments.

To reveal the temporal pattern of miR-155 expression during macrophage activation, we quantified the relative expression of miR-155 at 0, 6 and 24 hours post-stimulation (**Fig 1B**). Expression of miR-155 in M1(LPS + IFN-γ) macrophages increased significantly (t-test, p<0.0001) and reached its maximum expression by 6 hours post-stimulation. In contrast, M2(IL-4) macrophages did not up-regulate miR-155 at any of these time points. Collectively, these data indicate that induction of miR-155 is specifically associated with differentiation of classically activated M1(LPS + IFN-γ) macrophages.

### 3.2. Genetic miR-155 deficiency abrogates expression of classically activated M1 macrophage markers

Genetic loss-of-function experiments were used to determine whether markers of inflammatory macrophage phenotype are dependent on miR-155 by using the M1(LPS + IFN-γ) M1 macrophage model [8–12]. BMDM isolated from WT (n = 5) or miR-155 KO (n = 5) mice were kept unstimulated (M0) or stimulated in M1(LPS + IFN-γ) or M2(IL-4) conditions for 24 hours. RT-PCR was used to analyze expression of canonical M1 macrophage markers (*Inos*, *Il1b* and *Tnfa*) [9,10] and the M2-associated gene, *Arg1* (**Fig 2**). As expected, *Nos2*, *Il1b* and *Tnfa* were expressed at higher levels in M1(LPS + IFN-γ) vs. M2(IL-4) WT macrophages and *Arg1* was more highly expressed in M2(IL-4) vs. M1(LPS + IFN-γ) macrophages. miR-155 KO macrophages showed striking reductions in expression of the three M1 genes and the proteins/effector molecules they encode (reduced up to 72%) (**Fig 2A–2F**). Restoring miR-155 in miR-155 KO macrophages recovered inflammatory cytokine production (**Fig 2G**). In contrast, expression of the M2 gene, *Arg1*, was not significantly different between WT and KO M2 (IL-4) macrophages (**Fig 2H**, t-test, not significant).

**Fig 2:**
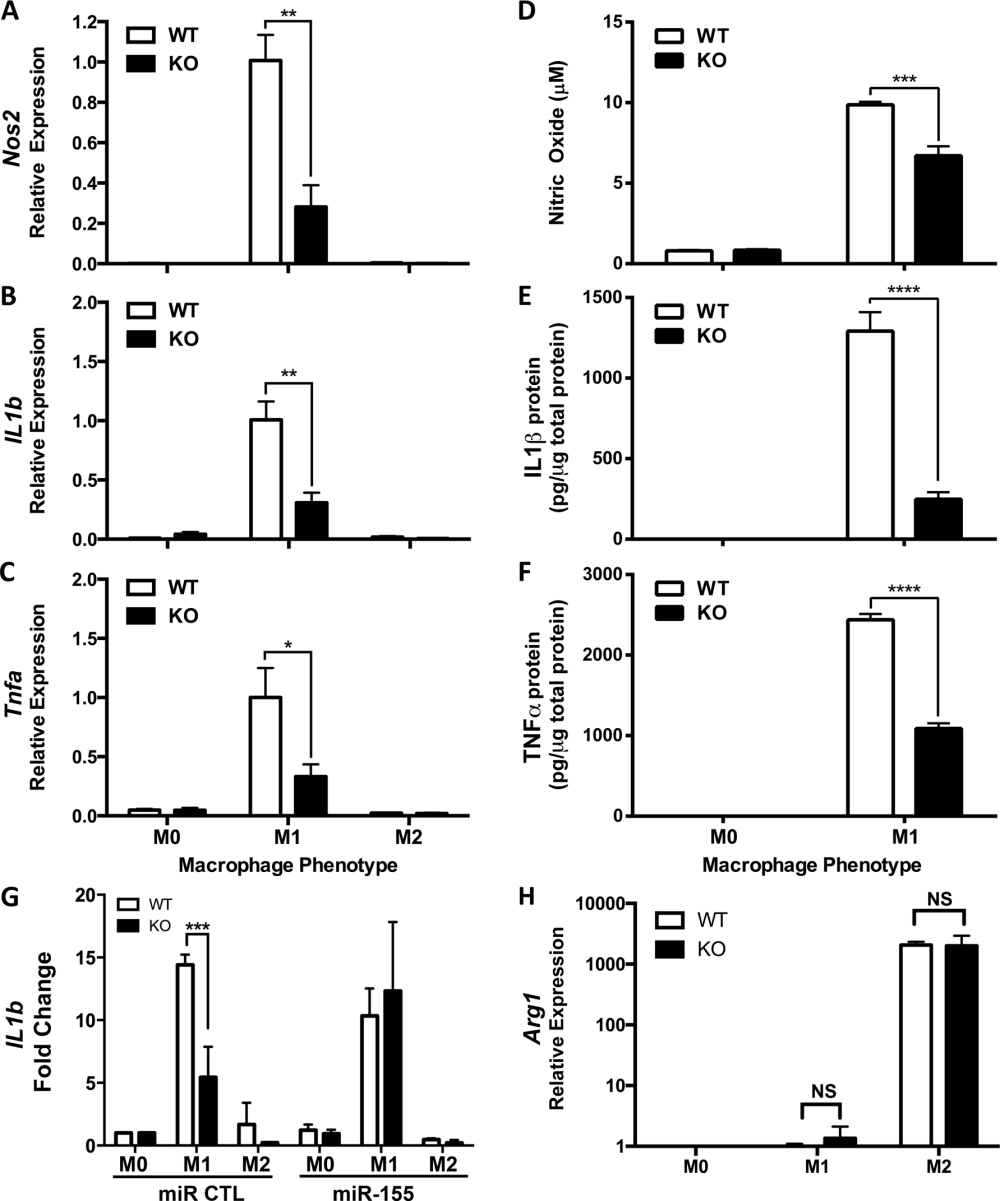
Reduced classically activated M1 marker expression in miR-155 knock-out (KO) macrophages. **(A)** Inducible nitric oxide synthase (*Nos2*), **(B)** *IL1b*, (**C**) Tumor Necrosis Factor-α (*Tnfa*) **(H**) and Arginase-1 (*Arg1*) expression was determined by Real-Time PCR in wild-type (WT, n = 8–11) and miR-155 knockout (KO n = 8–12) bone marrow-derived macrophages *in vitro* activated in M1 or M2 conditions for 24 hours in three independent experiments. Gene expression is expressed as a percentage +/- SEM of the WT M1 condition. Unpaired t-test, *p<0.05, **p<0.005. Relative concentration of **(D)** nitric oxide (NO), **(E)** IL-1β protein and **(F)** TNF-α protein was determined using Griess assay (for NO) or Bio-Plex Suspension Array (For IL-1β and TNF-α) in cell lysates from WT (n = 5) and miR-155 KO (n = 5) bone marrow-derived macrophages *in vitro* activated in M1 or M2 conditions for 24 hours. Individual protein concentrations expressed as fraction of total protein concentration in either M0 or M1 condition. (**G**) *IL1b* expression was determined by Real-Time PCR in WT and KO bone marrow-derived macrophages transfected with a scrambled miR control (n = 5) or a miR-155 oligonucleotide mimic (n = 5) and activated in M0 (untreated), M1 (LPS+IFN-γ) or M2(IL-4) conditions for 24 hours. Gene expression is expressed as a percentage +/- SEM of the scrambled M1 condition. Unpaired t-test, ***p<0.0005, ****p<0.00005. (A-G) Data from 2–3 independent experiments.

To ensure that impaired gene expression in miR-155-deficient macrophages was not caused by a defect in immune system development in genetically modified mice, we quantified the relative proportion of monocytes, macrophages, dendritic cells and polymorphonuclear cells in different lymphoid tissues of WT and miR-155 KO mice. No significant differences in any myeloid cell population were found in the bone marrow, spleen or lymph nodes (**S1 Fig**). Similarly, we found no differences in the percentages of CD11b^+^F480^+^ percentage obtained for WT and miR-155 KO BMDMs (data not shown).

Next, an oligonucleotide-based inhibitor was used to block miR-155 in WT macrophages during induction of the M1(LPS + IFN-γ) phenotype. As a control, macrophages were transfected with a scrambled oligonucleotide inhibitor that lacks specificity for miR-155. 24 hours post-activation, expression of *Nos2* and *Tnfa* mRNA was analyzed using RT-PCR. The miR-155 inhibitor suppressed *Inos* and *Tnfa* expression by 75% and 85%, respectively, in M1(LPS + IFN-γ) macrophages as compared to macrophages transfected with the scrambled inhibitor (**Fig 3**).

**Fig 3:**
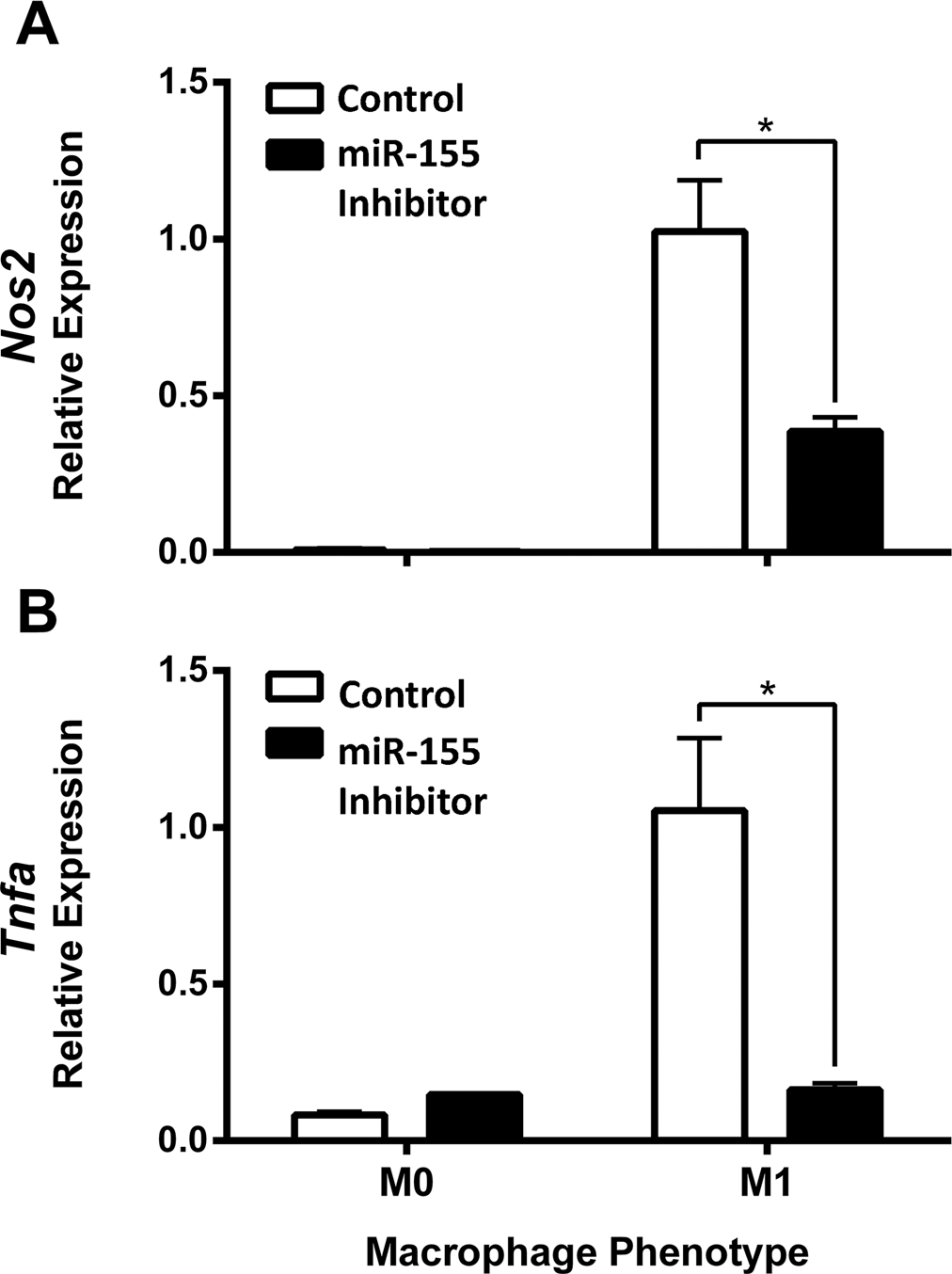
miR-155 inhibitor reduces M1 marker expression. (**A**) Inducible nitric oxide synthase (*Nos2*) and (**B**) Tumor Necrosis Factor (*Tnfa*) expression was determined by Real-Time PCR in wild-type bone marrow-derived macrophages *in vitro* activated in M0 or M1 conditions for 24 hours and transfected with a scrambled (n = 3) or a miR-155 oligonucleotide inhibitor (n = 3–4). Gene expression is expressed as a percentage +/- SEM of the scrambled M1 condition. Unpaired t-test, *p<0.05. Data reproduced in two independent experiments.

### 3.3. miR-155 is necessary for the full expression of the M1(LPS + IFN-γ) macrophage signature

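Macrophages were grown from the bone marrow of 2 miR-155 KO mice with macrophage colony stimulating factor. They were kept unstimulated (M0), stimulated with LPS and IFN-γ (M1) or stimulated with IL-4 (M2) for 24 hours. This gave 6 Affymetrix mouse arrays, 2 per condition. Arrays titled with the same number, KO1 or KO2, are taken to come from the same mouse, called mouse 1 or mouse 2 below. LPS was used at 10 mg/ml by the paper's methods and at 100 ng/ml by the sample labels, with IFN-γ at 20 ng/ml. IL-4 was used at 20 ng/ml. The paper removed a further KO sample for insufficient RNA quality. The WT arrays were not analysed here, so each WT value is the paper's. The authors normalized the arrays with RMA, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set, and deposited linear intensities. The median intensity of an array lay between 38.01 and 40.82. The probe set annotated to Mir155, the host transcript of the deleted microRNA, read 10.8 and 9.94 in KO M0, 10.5 and 9.42 in KO M1 and 9.33 and 10.1 in KO M2, all below the median intensity of their arrays. Where this probe set lies relative to the deleted part is not given in the sources used here, so it does not check the labels. The log2 ratio of 3′ to 5′ signal of the Gapdh control, a measure of RNA integrity, was -0.08 and -0.07 in KO M0 and was higher on each KO M1 and KO M2 array. For the Actb control it was 0.15 and 0.16 in KO M0. The arrays of a pair correlated at 0.9962 in KO M0, 0.9921 in KO M1 and 0.995 in KO M2 across probe sets, and 49, 433 and 120 probe sets were over 2-fold apart between the mice in these conditions. The log2 intensities were compared with limma, with the 3 conditions sharing one estimate of the spread. The number of arrays limits the precision of each value. With an array left out, its condition keeps a single array, and the spread comes from the other conditions. Such a fit does not measure how the mice differ in that condition.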

To determine the global effect of miR-155 on regulating gene expression in M1 macrophages, we performed gene expression profiling on miR-155 KO macrophages. Affymetrix M430 2.0 arrays were hybridized with complementary DNA (cDNA) isolated from KO macrophages cultured in M0 or M1(LPS + IFN-γ) conditions. **Fig 4A** shows that, when compared to the baseline KO M0 condition, 177 genes (≥2FC, p<0.05, in red, S1 **Table**) were up-regulated and 494 genes (≤0.5FC, p<0.05, in blue, S2 **Table**) were down-regulated in M1(LPS + IFN-γ) KO macrophages. 

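In KO M1 macrophages Cxcl9, a chemokine induced by IFN-γ, rose by a log2 change of 6.49 (SE 0.22, adjusted p = 1.7e-05 from limma, 2 mice per condition). Lcn2, an antibacterial protein that binds iron carriers, rose by 5.97 (SE 0.46, adjusted p = 0.00021), and Il1b by 5.27 (SE 0.21, adjusted p = 2.1e-05). The surface enzyme Cd38 rose by 4.82 (SE 0.24), Ppap2a by 4.51 (SE 0.32), Slfn4 by 4.23 (SE 0.47), Serpinb2 by 4.01 (SE 0.44) and the formyl peptide receptor Fpr1 by 3.89 (SE 0.3), each past the test. Socs3, a feedback inhibitor of cytokine signalling, rose by 4.12 (SE 0.21, adjusted p = 4.2e-05). Among the largest falls were those of Atp6v0d2, a subunit of the vacuolar proton pump, by a log2 change of -5.43 (SE 0.48, adjusted p = 0.00041), the elastase Mmp12 by -5.32 (SE 0.48), S100a4 by -4.48 (SE 0.44), Ccnb2, a mitotic cyclin, by -4.41 (SE 0.18, adjusted p = 2.1e-05), Efr3b by -3.64 (SE 0.22) and the mitotic kinase Pbk by -3.62 (SE 0.2). Single arrays moved 5 of these folds by over 1.5 times. With KO M1 of mouse 1 or of mouse 2 left out, in this order, the log2 changes were 3.33 and 5.13 for Slfn4, -4.49 and -6.36 for Atp6v0d2, -4.39 and -6.26 for Mmp12, and -3.61 and -5.35 for S100a4. Without KO M0 of mouse 1 and of mouse 2 that of Lcn2 was 5.07 and 6.86. Over all 45037 probe sets tested, 450 were higher and 856 lower in KO M1 than in KO M0 at an adjusted p under 0.05 and a fold of at least 2. They stand for 310 and 558 genes. Without KO M1 of mouse 2, 693 probe sets and 468 genes were higher, and without KO M0 of mouse 1, 202 genes were higher. By the methods' t-test on linear values, 243 probe sets were higher and 709 lower at the unadjusted threshold, and 0 in either direction after Benjamini-Hochberg adjustment.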

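In KO M1 macrophages 14 of 39 genes of inflammation rose and 40 of 42 cell cycle genes fell, in gene groups fixed before the data were examined. Of 39 inflammatory cytokines, chemokines and NF-kB genes measured, 14 rose, none fell and 25 did not pass the test (21 higher when adjusted over the list alone). When KO M1 of mouse 1 was left out, 3 were lower. Il1a rose by a log2 change of 3.34 (SE 0.12) and Saa3 by 1.91 (SE 0.25). The list moved up by camera (adjusted p = 1.2e-10, and adjusted p = 0.23 with an estimated correlation). Of 38 interferon-stimulated genes, 8 rose, none fell and 30 did not pass the test (18 higher when adjusted over the list alone), with Cxcl11 up by 4.44 (SE 0.63, and by 3.19 and 5.69 without KO M1 of mouse 1 and of mouse 2). More members passed as higher without KO M1 of mouse 2, and fewer without either KO M0 array. When KO M1 of mouse 1 was left out, 3 were lower. This list had a camera adjusted p of 7e-08, and an adjusted p of 0.54 with an estimated correlation. Its members differed between the KO M1 arrays by a median log2 value of 1.19, with 37 of 38 higher in mouse 1. Of 11 costimulation and adhesion genes, 7 rose and none fell (8 higher when adjusted over the list alone), among them the ligand Cd274 by 1.85 (SE 0.23) and the integrin Itgal by 1.82 (SE 0.23). Camera gave the list an adjusted p of 6.1e-07, and the adjusted p was 0.23 with an estimated correlation. Of 42 cell cycle genes, 40 fell and none rose (40 lower when adjusted over the list alone). Birc5 fell by 4.07 on the log2 scale (SE 0.29), Ube2c by a log2 change of -4.16 (SE 0.24) and Ccna2 by -3.6 (SE 0.23). For the list, camera gave an adjusted p of 2e-51, and the adjusted p was 0.23 with an estimated correlation. At an unadjusted p under 0.05 from limma, 0 members of the first 3 lists were lower and 0 cell cycle genes were higher.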

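Of 34 lysosome genes, 7 fell in KO M1 and none rose (14 lower and 1 higher when adjusted over the list alone, and 2 higher at an unadjusted p under 0.05 from limma). Among them was the proton pump subunit Atp6v0a1 with a log2 change of -1.39 (SE 0.14). Without either KO M0 array 3 were lower. The camera adjusted p was 5.8e-06, and the adjusted p was 0.23 with an estimated correlation. Of 10 osteoclast markers, 5 fell (5 lower and 3 higher when adjusted over the list alone). These were Atp6v0d2, the fusion receptor gene Tm7sf4 by -3.44 (SE 0.19), Mmp9 by -3.78 (SE 0.51, and by -2.78 and -4.79 without KO M1 of mouse 1 and of mouse 2), the integrin Itgb3 by -1.07 (SE 0.17, adjusted p = 0.008) and the cathepsin Ctsk by -0.71 (SE 0.13, adjusted p = 0.015). When KO M0 of mouse 1 was left out, 3 were lower, and the adjusted p of Itgb3 was 0.09. The adjusted p of Ctsk was up to 0.12 without either KO M0 array or KO M1 of mouse 1. Acp5 alone rose, by 1.39 (SE 0.26, adjusted p = 0.015), and its adjusted p was 0.068 without KO M0 of mouse 1 and 0.13 without that of mouse 2. This list had a camera adjusted p of 0.0065 and an adjusted p of 0.54 with an estimated correlation. Single markers of other cell types were higher in the same arrays, 1 each of 10 neutrophil, 8 mast cell and basophil and 10 fibroblast markers. Camera gave these lists adjusted p of 0.44, 0.057 and 0.47. The probe sets of Hdc and Dcn, named next, were dim, with mean intensities of 35.1 and 27.8 in KO M0. The neutrophil marker S100a8 had a log2 change of 1.44 (SE 0.26, adjusted p = 0.014, and 0.067 and 0.13 without KO M0 of mouse 1 and of mouse 2), and 3 neutrophil markers were higher without KO M1 of mouse 2. The histidine decarboxylase gene Hdc of mast cells had 0.62 (SE 0.14, adjusted p = 0.037, and 0.05 with the mouse as a block), and its adjusted p was up to 0.26 without any array other than KO M1 of mouse 2. The fibroblast marker Dcn had 1.09 (SE 0.26, adjusted p = 0.042), and its adjusted p was up to 0.28 without any array other than KO M1 of mouse 2. The log2 ratio of 3′ to 5′ signal was 0.09 and 0.15 for Gapdh and 0.19 on both arrays for Actb in KO M1.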

When compared to WT macrophages activated under identical conditions [17], ~700 fewer genes (or ~50%) changed in miR-155 KO macrophages.

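Of the 243 probe sets of S1 Table, 241 were among the 450 called higher by limma, and 209 others were called. Of the 711 probe sets of S2 Table, 703 were among the 856 called lower, and 153 others were called. The lists of S1 and S2 Tables were chosen by the paper on these arrays, so the overlaps are not independent evidence of direction.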

**Fig 4:**
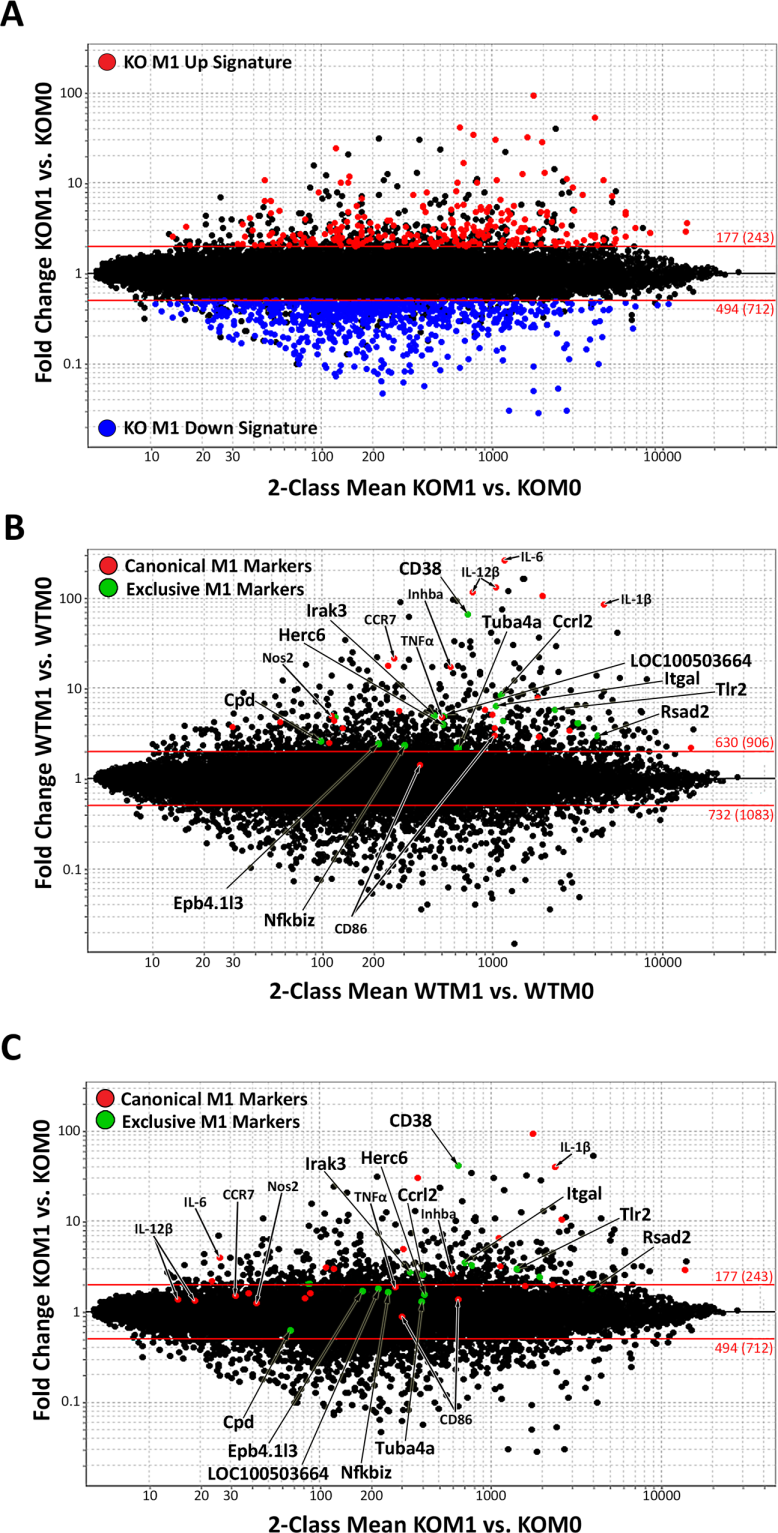
Classically activated macrophage signature in wild-type and miR-155 knockout macrophages. Fold Change (FC) vs. Mean Expression Value (MEV) plot of microarray data highlighting 2 FC or higher up-regulated genes (red, p≤0.05) or down-regulated genes (blue, p≤0.05) in **(A)** knockout **(**KO) M1 to M0 macrophages comparison (n = 3). (**B, C**) FC vs. MEV plot with previously described classical M1 markers highlighted (in red) and the top 15 M1-exclusive genes (identified in [17]) most decreased in KO M1 macrophages (in green) in the WT M1 vs. M0 comparison (**B**) and the KO M1 vs. M0 comparison (**C**). Red lines represent a +/- 2FC cut-off.

To determine the impact of miR-155 on the canonical M1 phenotype, we compared the induction of canonical M1(LPS + IFN-γ) genes (full list and FC in S3 **Table**) between WT (**Fig 4B, in red**) and miR-155 KO macrophages (**Fig 4C, in red)**. The majority of M1 markers (22 out of 25 gene probes) decreased their expression in KO vs. WT M1(LPS + IFN-γ) macrophages. 

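Several M1 markers were induced in KO macrophages, while others stayed near their M0 intensity. Of the 25 probe sets of S3 Table, 14 were called higher in KO M1, none lower, and 11 did not pass the test (17 higher when adjusted over the list alone). At an unadjusted p under 0.05 from limma 0 were lower. Without either KO M0 array 8 were higher. By fold, 12 were under 2-fold and 13 at or above it, 10 of these past the test. Pfkfb3, which drives glycolysis, rose by a log2 change of 2.71 (SE 0.14, adjusted p = 4.1e-05 from limma) at its brighter probe set and by 1.56 (SE 0.16) at the other. The chemokine Ccl5 rose by 1.56 (SE 0.13) from an intensity of 6279 and 7619 in the 2 mice, and Birc3, an inhibitor of apoptosis, by 1.63 (SE 0.19). The glucose transporter family member Slc2a6 rose by 1.39 (SE 0.21, adjusted p = 0.0053), with an adjusted p of 0.069 without KO M0 of mouse 1. Inhba, a subunit of activin, had a log2 change of 0.47 (SE 0.19, adjusted p = 0.21). The phospholipase Pla1a had 0.69 (SE 0.19, adjusted p = 0.066), with an adjusted p of 0.028 without either KO M2 array. Some markers differed widely between the mice. Cxcl10 read 388 and 508 in KO M0 and 9024 and 467 in KO M1 of mouse 1 and mouse 2, a log2 change of 2.21 (SE 1.05, adjusted p = 0.28). Without KO M1 of mouse 2 its log2 change was 4.35. The interleukin 15 receptor gene Il15ra, at its brighter probe set, read 782 and 239 in KO M1 against 101 and 104 in KO M0 (adjusted p = 0.024, and 0.15 and 0.14 without KO M0 of mouse 1 and of mouse 2). As a ratio of mean intensities, the scale of the folds in S3 Table, the fold in KO was below the paper's WT fold for 21 of the 25 probe sets. With the KO fold as a ratio of geometric means and the WT fold still one of mean intensities, the number was 22, on unlike scales. Neither comparison has a test here. In the paper's values, the KO M1 mean lies below the WT M1 mean for 19.

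**Figure D1:**
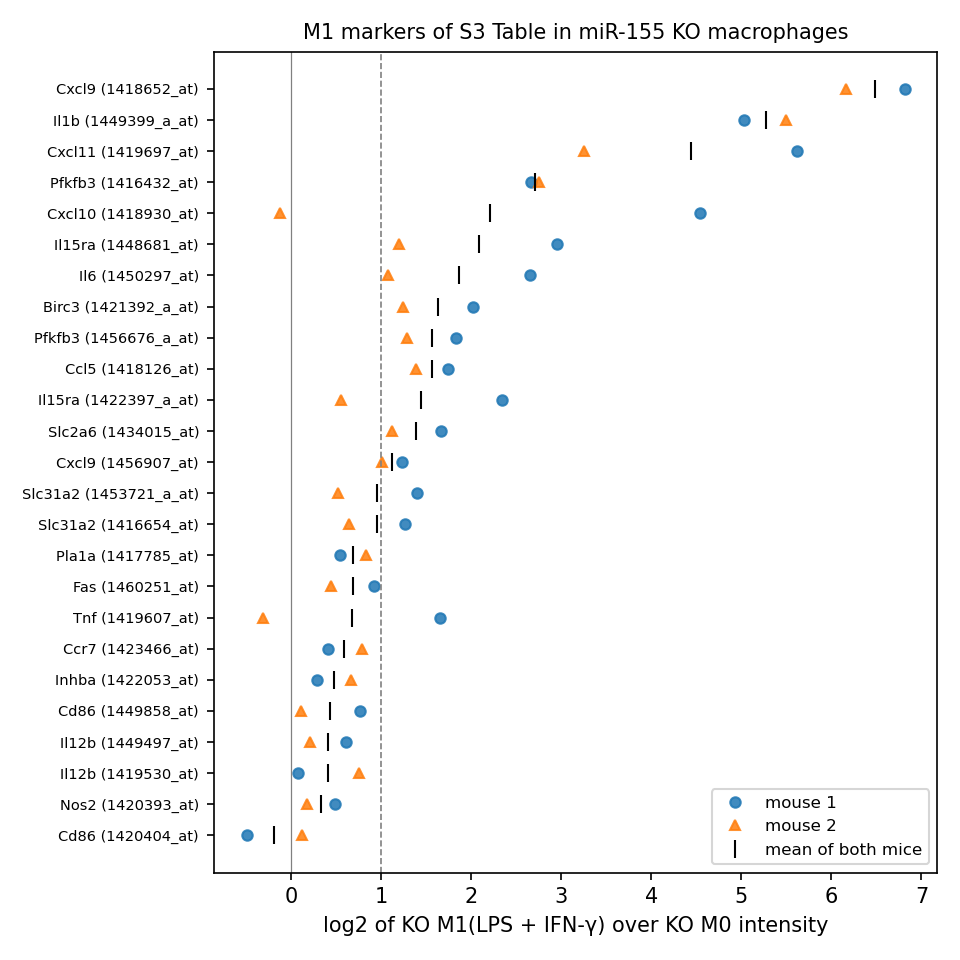
Log2 of the KO M1 over the KO M0 intensity for the 25 probe sets of S3 Table, with circles for mouse 1, triangles for mouse 2 and a bar for the mean of both. The dashed line marks a fold of 2, with 12 means to its left, and Cxcl10 has its symbols far apart.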

In most cases, these genes were found under the 2FC line (**Fig 4C**), indicating that their induction is highly dependent on miR-155. We also evaluated the effect of miR-155 loss on 15 genes that we recently found to be exclusively upregulated in M1(LPS + IFN-γ) macrophages [17]. These genes are highlighted in green in **Fig 4B and 4C**. Since the markers examined correspond to only a small portion of the M1(LPS + IFN-γ) signature, it is likely that miR-155 has more wide-ranging effects on the inflammatory M1 signature.

To reveal the scope of the M1(LPS + IFN-γ) macrophage signature that is completely dependent on miR-155 (no longer 2FC up- or down-regulated in KO macrophages), the previously defined WT M1(LPS + IFN-γ) signature [17] (M1 Up Signature shown in red and M1 Down Signature shown in blue) was highlighted on the KO M1 vs. M0 plot (**Fig 5A**). Most of the WT M1(LPS + IFN-γ) signature (about 72% of the WT M1 Up gene signature and 33% of the WT M1 Down signature) fell within the 2FC lines. Overall, miR-155 deficiency resulted in loss of 51% of the M1 signature.

**Fig 5:**
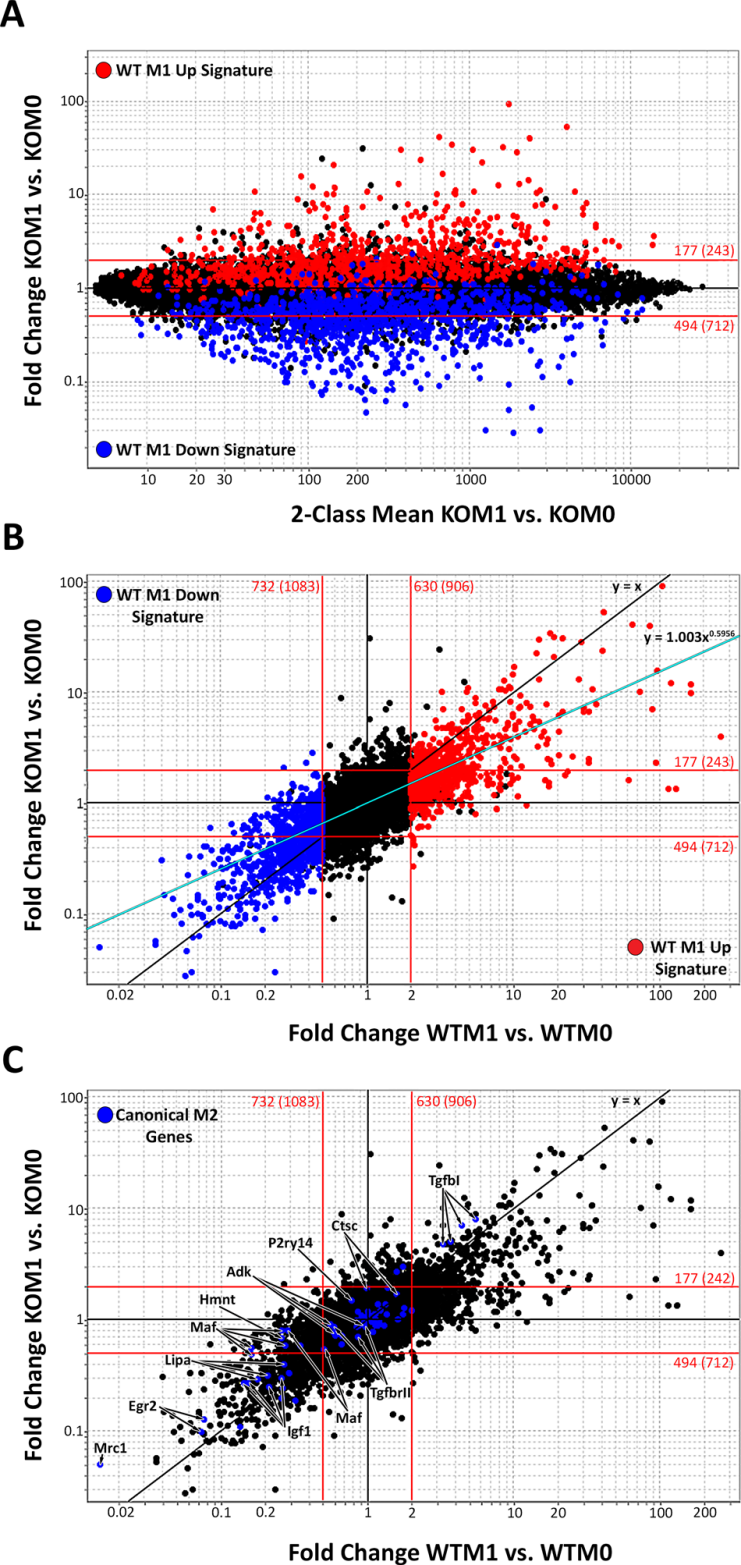
miR-155 is required for expression of the full classically activated macrophage signature. (**A**) Fold Change (FC) vs. Mean Expression Value (MEV) plot of knockout (KO) M1 vs. M0 microarray data, with highlighted classical wild-type (WT) M1 signature genes as defined in this study. Genes more than 2FC up-regulated in WT M1 macrophages (red genes in **Fig 4A**) are shown in red and genes more than 2FC down-regulated in WT M1 macrophages (blue genes in **Fig 4A**) are shown in blue. (**B**) WT M1/M0 FC vs. KO M1/M0 FC plot highlighting the WT M1 Up signature (in red) and WT M1 Down signature (in blue). The black line indicates the *x = y* trendline expected if all gene probes were similarly up- or down-regulated exactly the same in KO M1 and WT M1 macrophages (FC KO M1 vs KO M0 = FC WT M1 vs WT M0). The blue line indicates the power regression trendline that genes more closely adhered to, represented by *y = 1*.*003x*^*0*.*5956*^, R^2^ = 0.50052. (**C**) WT M1/M0 FC vs. KO M1/M0 FC plot highlighting classical M2 genes. Red lines represent a +/- 2FC cut-off. More than a single appearance of a gene symbol indicates different probes hybridizing the same gene transcript were present.

Utilizing standard 2FC threshold values (red lines in **Fig 5A**) is helpful to identify WT M1(LPS + IFN-γ) signature genes that fully require miR-155 for expression. However, we suspected miR-155 also had subtler, but no less important, quantitative effects on the inflammatory M1 signature. For example, we observed a ~260 FC increase in IL-6 expression in WT M1 condition as opposed to only a ~4 FC increase in KO M1 condition. This important change in IL-6 would have been overlooked in the previous analysis because its expression remains above the 2FC line in both the WT and KO M1 signatures. 

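Il6, a cytokine of acute inflammation, was dim on the KO arrays. It read 9.42 and 11.6 in KO M0, 59 and 24.4 in KO M1 and 16.3 and 62.4 in KO M2 of mouse 1 and mouse 2. Its fold of KO M1 over KO M0 was 3.63 by geometric means, and the log2 change was 1.86 (SE 0.58, adjusted p = 0.1 from limma). Without KO M1 of mouse 2 the adjusted p was 0.042, and without either KO M2 array it was 0.03. The paper's WT fold in S3 Table is 262.052, as a ratio of mean intensities, and its KO fold on that scale is 3.969.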

To reveal these additional effects of miR-155 deletion, we used a FC vs. FC plot. FC vs. FC plots compare the magnitude of gene expression changes brought about by M1(LPS + IFN-γ) activation in WT macrophages or KO macrophages. Genes that are induced/repressed to the same extent in WT and KO macrophages fall on the *y = x* line, while genes that are induced/repressed to a different extent will deviate from this line. When the data were plotted on a FC vs. FC plot (**Fig 5B**), we observed that the gene population data deviated from the *y = x* trend line, adjusting instead to the *y = 1*.*003x*^*0*.*5956*^ trend line (represented in teal blue in **Fig 5B**). This shift in the gene expression trend line shows that genes that are up- or down-regulated in WT M1 conditions are changed to a lesser extent in miR-155 KO macrophages. This indicates that, besides the large ≥2FC effects previously identified in **Fig 4**, miR-155 has a widespread dampening effect on the magnitude of gene expression changes caused by macrophage stimulation in M1 conditions.

### 3.4. Increased alternatively activated macrophage gene expression in classically activated miR-155 deficient macrophages

We next determined whether the KO M1(LPS + IFN-γ) macrophage phenotype resembled the opposing M2 macrophage phenotype, since macrophage phenotype is thought to be dependent on gene expression [6,7]. To determine if miR-155 loss promotes an M2 macrophage phenotype under inflammatory conditions, we highlighted a number of previously described M2 macrophage markers [14] (in blue, listed in S4 **Table**) on the FC vs. FC plot (**Fig 5C**). As expected, most genes were down-regulated in the WT M1 vs. WT M0 FC comparison. A subset of these genes was more highly expressed (above the *y = x* line) in KO than in WT M1(LPS + IFN-γ) macrophages (FC values listed in S4 **Table**). These genes included mannose receptor 1 (Mrc1), early growth response 2 (Egr2), cathepsin c (Ctsc), purinergic receptor P2Y (P2ry14), avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog (C-Maf), histamine N-methyl transferase (Hnmt), adenosine kinase (Adk), insulin-like growth factor (Igf1), TGF-β receptor 2 (Tgfbr2) and lysosomal acid lipase A (Lipa). This indicates that loss of miR-155 gene regulation prevents the full down-regulation of M2(IL-4) genes that normally occurs under the influence of strong inflammatory activation signals including IFN-γ and LPS.

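The M2 markers named by the paper did not move as one group between KO M0 and KO M1 macrophages. Igf1, an insulin-like growth factor, fell at all 4 of its probe sets, with log2 changes from -1.98 (SE 0.14, adjusted p = 0.00016 from limma) to -1.75 (SE 0.13). Lipa, the lysosomal acid lipase, fell at all 3 of its probe sets, from -1.79 (SE 0.13, adjusted p = 0.00018) to -1.31 (SE 0.13). Ctsc, a cathepsin that activates serine proteases, was higher in KO M1 by 0.76 (SE 0.13, adjusted p = 0.011) at its brighter probe set, with an adjusted p of 0.12 without KO M0 of mouse 1 and 0.06 without that of mouse 2, and by 0.98 (SE 0.21, adjusted p = 0.027) at the other, with 0.17 without KO M0 of mouse 1 and 0.095 without KO M1 of mouse 1. Maf, a transcription factor, had log2 changes from -1.03 (SE 0.24, adjusted p = 0.039) to -0.31 (SE 0.26, adjusted p = 0.57) over 6 probe sets. It passed the test at 2 of them, the other at -0.89 (SE 0.19, adjusted p = 0.024, and 0.19 and 0.075 without KO M0 of mouse 1 and KO M1 of mouse 2). At 2 further probe sets it did not pass the test, with log2 changes of -0.83 (SE 0.24, adjusted p = 0.086, and 0.05 with the mouse as a block) and -0.8 (SE 0.21, adjusted p = 0.064, and 0.031 with the block). The former had 0.018 without either KO M2 array, and the latter 0.038 without KO M1 of mouse 1 and 0.04 without either KO M2 array. Its largest change had an adjusted p of 0.23 without KO M0 of mouse 1, and 0.16 and 0.12 without KO M0 of mouse 2 and KO M1 of mouse 2. Hnmt, which inactivates histamine, had -0.57 (SE 0.14, adjusted p = 0.045, and 0.076 with the mouse as a block). Its adjusted p was 0.27 and 0.16 without KO M0 of mouse 1 and of mouse 2, 0.15 without KO M1 of mouse 1 and 0.072 without either KO M2 array. Tgfbr2 had -0.53 (SE 0.12, adjusted p = 0.04, and 0.065 with the mouse as a block) at 1 probe set. Its adjusted p there was 0.25 and 0.15 without KO M0 of mouse 1 and of mouse 2, 0.051 and 0.12 without KO M1 of mouse 1 and of mouse 2, and 0.068 without either KO M2 array. It did not pass the test at its other probe sets. The purinergic receptor P2ry14 had 0.56 (SE 0.18, adjusted p = 0.12, and 0.0098 without KO M1 of mouse 2). Adk did not pass the test at any of its 6 probe sets. Of the 73 probe sets of S4 Table, 21 were lower in KO M1 than in KO M0, 7 were higher and 45 did not pass the test (26 lower and 12 higher when adjusted over the list alone). Leaving out KO M0 of mouse 1, 11 were lower and 4 higher. The fold of KO M1 over KO M0, as a ratio of geometric means, lay above the paper's WT fold, a ratio of mean intensities, for 46 of the 73. This comparison has no test here. From the genes of this list that were higher in KO than in WT M1 macrophages, the paper concludes that without miR-155 the M2(IL-4) genes are not fully repressed by LPS and IFN-γ. The falls against KO M0 given above do not speak against this comparison with WT.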

### 3.5. The miR-155 dependent M1(LPS + IFN-γ) signature is enriched in inflammatory signaling pathways

The mRNA profiling data provided an opportunity to identify basic M1 macrophage “functions” that are dependent on miR-155 expression. Ingenuity Pathway Analysis (IPA) was applied to the 2FC Up and Down signature M1(LPS + IFN-γ) signature genes that were no longer induced or repressed in KO M1(LPS + IFN-γ) macrophages, revealing that the genes promoted by miR-155 (red molecules designated in **Fig 6**) encode proteins critical for pathways involved in bactericidal functions, inflammatory responses and costimulation and enhancement of B and Th1 T lymphocyte responses. Several genes involved in TLR and IFN-γ receptor (IFN-γR) signaling also were regulated by miR-155. Among these were Janus kinase 2 (Jak2), involved in IFN-γR signaling, and interleukin-1 receptor-associated kinase 1 (Irak2 and 3) and V-Akt Murine Thymoma Viral Oncogene Homolog 1 (Akt), involved in TLR signaling. Additionally, expression of downstream effector molecules associated with inflammatory responses and bacterial killing, such as IL-1β, IL-6, TNF-α, NO and IL-12, were miR-155 dependent. Similarly, expression of several membrane molecules involved in macrophage-mediated stimulation of adaptive inflammatory responses (e.g., CD40, CD86, CD49e and Ccr7) were increased in WT M1(LPS + IFN-γ) but were not induced in KO M1(LPS + IFN-γ) macrophages.

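Jak2, the kinase of the IFN-γ receptor, rose in KO M1 by a log2 change of 1.96 (SE 0.18, adjusted p = 0.00047 from limma), and it was 1.83 higher in KO M2 than in KO M0 (SE 0.18, adjusted p = 0.00066). Irak3, an inhibitor of Toll-like receptor signalling, rose in KO M1 by 2.21 (SE 0.19, adjusted p = 0.00038). Irak2, a kinase of the same pathway, had a log2 change of 0.49 (SE 0.16, adjusted p = 0.13, and 0.018 without KO M1 of mouse 2). Irak1 had 0.12 (SE 0.15), Akt1 0.06 (SE 0.14) and Akt2 0.09 (SE 0.18), and none of these passed the test. Of 21 genes of TLR and IFN-γ receptor signalling measured, 4 rose, 1 fell and 16 did not pass the test (8 higher and 1 lower when adjusted over the list alone). Besides Jak2 and Irak3, the genes that rose were Ifngr2, a subunit of the IFN-γ receptor, by 0.85 (SE 0.12, adjusted p = 0.0047, and 0.058 without KO M0 of mouse 2) and the adaptor Myd88 by 0.6 (SE 0.13, adjusted p = 0.031, and 0.059 with the mouse as a block), the latter named after its value was seen. The adjusted p of Myd88 was up to 0.21 without any array other than KO M1 of mouse 2. The gene that fell was Tlr4, the LPS receptor, by a log2 change of -0.8 (SE 0.13, adjusted p = 0.0074, and 0.059 and 0.079 without KO M0 of mouse 1 and of mouse 2). Without KO M0 of mouse 2, 2 of the list were higher, and without KO M1 of mouse 2, 8 were. The list moved up by camera (adjusted p = 0.0037, and adjusted p = 0.29 with an estimated correlation).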

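Nos2, which makes nitric oxide, stayed near its M0 intensity in KO M1, at 47.7 ± 5.55 (SD, n = 2) against 37.8 ± 1.41 (SD, n = 2). This is a log2 change of 0.33 (SE 0.17, adjusted p = 0.32 from limma). Tnf read 180 and 207 in KO M0 and 565 and 166 in KO M1 of mouse 1 and mouse 2, a log2 change of 0.67 (SE 0.45, adjusted p = 0.47). Without KO M1 of mouse 2 its log2 change was 1.55.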

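Itga5, which encodes CD49e, was higher in KO M1 at 375 ± 3.86 (SD, n = 2) than in KO M0 at 145 ± 6.98 (SD, n = 2), a log2 change of 1.37 (SE 0.12, adjusted p = 0.00036 from limma). Cd40, a receptor of T cell help, read 148 and 172 in KO M0 and 830 and 267 in KO M1 of mouse 1 and mouse 2. Its log2 change was 1.56 (SE 0.44, adjusted p = 0.074), and 2.38 without KO M1 of mouse 2. Ccr7, a chemokine receptor for homing to lymph nodes, had 0.59 (SE 0.15, adjusted p = 0.047, and 0.063 with the mouse as a block). Its adjusted p was 0.22 and 0.23 without KO M0 of mouse 1 and of mouse 2, 0.15 without KO M1 of mouse 2 and 0.074 without either KO M2 array. Cd86 had 0.43 (SE 0.18, adjusted p = 0.23) and -0.19 (SE 0.18, adjusted p = 0.64) at its 2 probe sets, and the former had 0.68 without KO M1 of mouse 2.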

**Fig 6:**
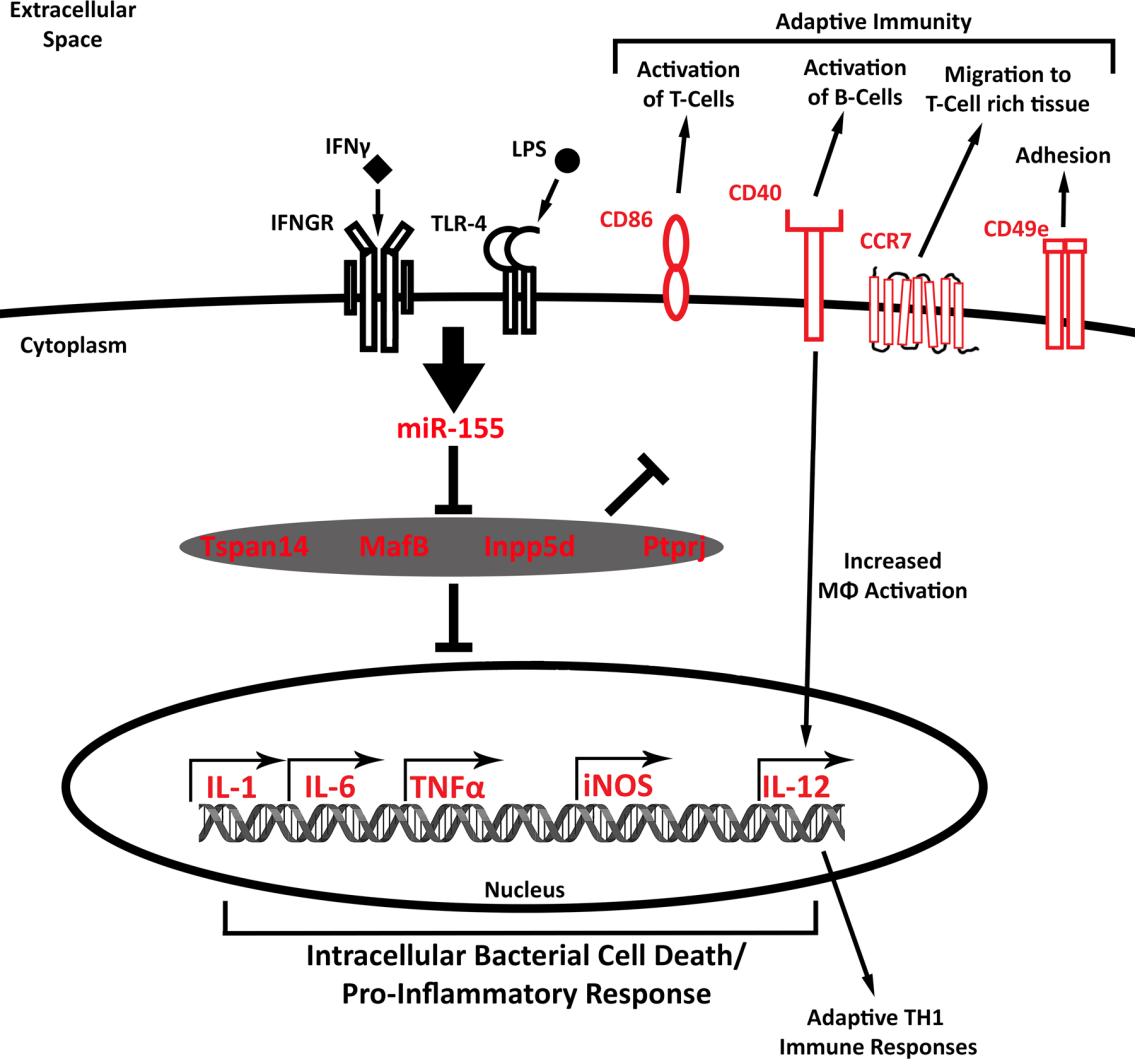
miR-155 dependent M1 signature transcriptional networks. (A). Model of molecules involved in miR-155 dependent M1 activated transcriptional networks, identified by Ingenuity Pathway Analysis. miR-155-dependent M1 genes up-regulated more than 2 Fold Change (FC) in wild-type (WT) M1vs. WT M0 macrophages that were up-regulated to a lesser extent in knockout (KO) M1 vs. KO M0 macrophages are highlighted in red.

### 3.6. Discovery of miR-155 target mRNAs repressed in M1(LPS + IFN-γ) macrophages

miRNAs generally regulate gene expression via binding to the 3’UTR of specific gene transcripts and repressing their expression. To identify miR-155 targets that promoted the inflammatory M1(LPS + IFN-γ) phenotype when repressed, we searched for experimentally observed or high/moderate probability predicted miR-155 targets using the miR Target Filter function in IPA. To filter the list based on potential importance in inducing the M1(LPS + IFN-γ) phenotype, we first focused on the 370 genes (S5 **Table**) down-regulated in WT M1 vs. WT M0 macrophages. 

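Of the candidate miR-155 targets of S5 Table, more were called lower than higher in KO M1 against KO M0, and most did not pass the test. Of the 378 probe sets, 125 or 33.1% lay above 1-fold in KO M1 against KO M0, with 32.8% in mouse 1 and 33.1% in mouse 2. At an adjusted p under 0.05 from limma, 4 were higher, 65 lower and 309 did not pass the test (14 higher and 94 lower when adjusted over the list alone). The 4 higher were those of Olfml3, Jarid2, Ikbke and Myd88. Without either KO M0 array, 2 were higher and 24 lower. Only 1 probe set, that of Olfml3, lay above 2-fold, and 31 lay under 0.5-fold. Of all probe sets tested, 55.9% lay above 1-fold. The median log2 change of the list was -0.13. The list moved down by camera (p = 1.6e-09, and p = 0.0035 with an estimated correlation). The paper chose this list for a fall in WT M1 macrophages, whose arrays share no sample with these. In the paper's KO M1 vs. WT M1 column of S5 Table, 79.4% lie above 1-fold and 18 above 2-fold.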

When expression of these 370 candidate miR-155 target genes was compared between KO M1(LPS + IFN-γ) and KO M0 samples, we observed that ~80% of these genes were up-regulated (i.e., re-induced) to some extent in the absence of miR-155 (highlighted in red in **Fig 7A**) (FC>1; KO M1 vs. WT M1 condition) (**Fig 7A**) and 18 genes were more than 2FC up-regulated (**Table 1**). 16 of these genes were significantly inversely correlated (Pearson correlation, p<0.05) with miR-155 (**Table 1**).

**Fig 7:**
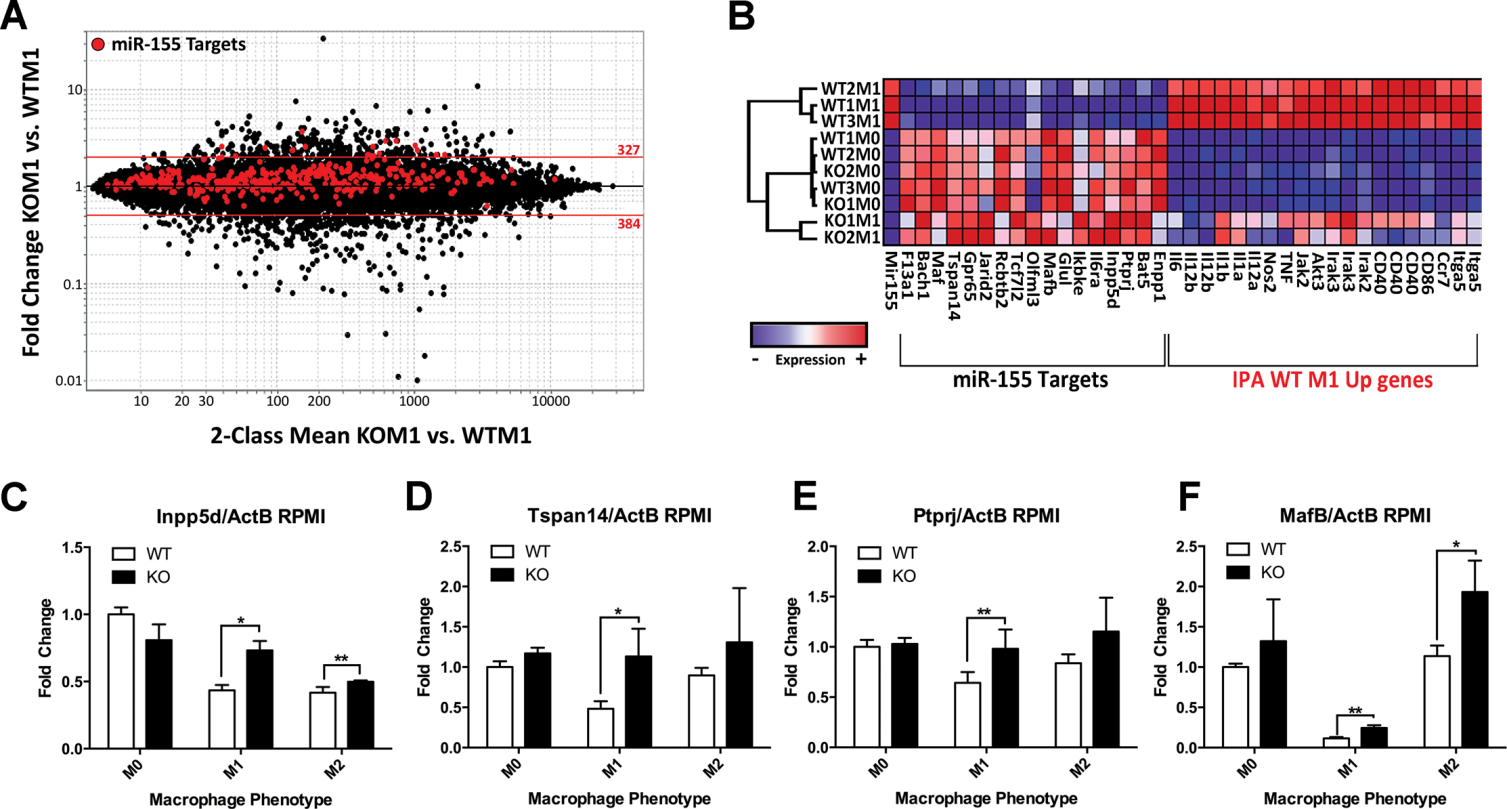
Identification of candidate miR-155 targets associated with M1 phenotype. (**A**) Fold Change (FC) vs. Mean Expression Value (MEV) plot of knockout (KO) M1 vs. wild-type (WT) M1 microarray data with miR-155 targets (high or moderate predicted targets and experimentally observed targets) that were down-regulated ≥2FC in WT M1 vs. WT M0 highlighted in red. 18 target genes were up-regulated more than 2 FC in KO M1 vs. KO M0. (**B**) Hierarchical clustering analysis of WT M0, WT M1, KO M0 and KO M1 samples based on expression of miR-155, IPA identified miR-155 dependent M1 Up genes from **Fig 6** and top 18 miR-155 targets identified in (A). (**C**) *Inpp5d*, (**D**) *Mafb*, **(E**) *Tspan14*, and (**F**) *Bat5* expressions were determined by Real-Time PCR in wild-type (WT, n = **3**) and miR-155 knockout (KO n = **3**) bone marrow-derived macrophages *in vitro* activated in M1 or M2 conditions for 24 hours. Data shown is representative of 2–3 independent experiments. Gene expression is expressed as a percentage +/- SEM of the WT M0 condition. Unpaired t-test, *p<0.05, **p<0.005. (**F**)

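Among the 18 targets of Table 1, 3 were higher in KO M1 than in KO M0, 4 were lower and 11 did not pass the test (6 higher and 4 lower when adjusted over the list alone, which is not independent evidence since the paper chose them on the KO M1 arrays). Olfml3, which encodes a secreted matrix protein, rose by a log2 change of 1.63 (SE 0.17, adjusted p = 0.00097 from limma). Jarid2, a component of the polycomb machinery, rose by 0.9 (SE 0.12, adjusted p = 0.0027). Ikbke, a kinase of interferon induction, rose by 0.78 (SE 0.14, adjusted p = 0.014), with an adjusted p of 0.13 without KO M0 of mouse 1, 0.078 without that of mouse 2 and 0.051 without KO M1 of mouse 1. The ectonucleotidase Enpp1 fell by a log2 change of -1.24 (SE 0.15, adjusted p = 0.0015). Glul, the glutamine synthetase, had -0.84 (SE 0.17, adjusted p = 0.019) and Rcbtb2 had -1.14 (SE 0.25, adjusted p = 0.032). The adjusted p of Glul was 0.15 and 0.095 without KO M0 of mouse 1 and of mouse 2 and 0.067 without KO M1 of mouse 1. That of Rcbtb2 was 0.23, 0.056 and 0.11 without the same arrays. Maf is the other of the 4. Without either KO M0 array 1 was lower, and without KO M1 of mouse 1, 2 were. Inpp5d, the phosphatase SHIP-1, had 0.43 (SE 0.13, adjusted p = 0.09), Tspan14 0.44 (SE 0.13, adjusted p = 0.082) and Bat5 0.14 (SE 0.12, adjusted p = 0.6). Bach1 had 0.11 (SE 0.15), F13a1 -0.88 (SE 0.52) with 696 and 260 in KO M0 of the 2 mice, Gpr65 0.43 (SE 0.12), Tcf7l2 0.47 (SE 0.25), Il6ra 0.3 (SE 0.19), Ptprj 0.13 (SE 0.13) and Prkar1b 0.37 (SE 0.18), and none of these passed the test. The paper chose the 18 targets by KO M1 against WT M1 macrophages. The 4 falls against KO M0 do not speak against that comparison. In the paper's folds of M1 over M0 they were larger in WT, at 0.218 against 0.422 in KO for Enpp1, 0.259 against 0.562 for Glul, 0.195 against 0.448 for Rcbtb2 and 0.161 against 0.492 for Maf.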

**Table 1:** miR-155 targets up-regulated more than 2 fold-change in KOM1(LPS + IFN-γ) vs. WTM1(LPS + IFN-γ) macrophages.

Gene		miR-155 Correlation		WTM1 vs WTM0		KOM1 vs WTM1		KOM1 vs KOM0	
Symbol	Description	R	p	FC	p	FC	p	FC	p
**Bat5**	HLA-B associated transcript 5	-0.96	0.0001	0.51	0.0027	2.07	0.0015	1.10	0.261
**Mafb**	v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (avian)	-0.95	0.0001	0.37	0.0001	2.37	0.0385	0.91	0.599
**Bach1**	BTB and CNC homology 1	-0.94	0.0001	0.40	0.0003	2.95	0.0082	1.09	0.559
**Maf**	avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog	-0.93	0.0001	0.16	0.0024	2.92	0.0221	0.49	0.023
**Ptprj**	protein tyrosine phosphatase, receptor type J	-0.90	0.0003	0.50	0.0082	2.09	0.0103	1.10	0.433
**Il6ra**	interleukin 6 receptor, alpha	-0.90	0.0004	0.49	0.0013	2.14	0.0162	1.21	0.441
**Gpr65**	G-protein coupled receptor 65	-0.87	0.0008	0.52	0.0103	2.58	0.0051	1.35	0.055
**Tspan14**	tetraspanin 14	-0.85	0.0014	0.54	0.0001	2.65	0.0008	1.36	0.027
**Inpp5d**	inositol polyphosphate-5-phosphatase D	-0.84	0.0022	0.64	0.0012	2.11	0.0002	1.34	0.005
**Tcf7l2**	transcription factor 7-like 2, T-cell specific, HMG-box	-0.83	0.0029	0.49	0.0034	2.52	0.0500	1.41	0.267
**Prkar1b**	protein kinase, cAMP dependent regulatory, type I beta	-0.82	0.0034	0.61	0.0079	2.05	0.0311	1.29	0.283
**Rcbtb2**	regulator of chromosome condensation (RCC1) and BTB (POZ) domain containing protein 2	-0.79	0.0058	0.20	0.0150	2.56	0.0099	0.45	0.106
**Enpp1**	ectonucleotide pyrophosphatase/phosphodiesterase 1	-0.77	0.0088	0.22	0.0002	2.03	0.0100	0.42	0.032
**Glul**	glutamate-ammonia ligase (glutamine synthetase)	-0.65	0.0393	0.26	0.0021	2.20	0.0264	0.56	0.036
**F13a1**	coagulation factor XIII, A1 subunit	-0.65	0.0393	0.19	0.0333	3.71	0.0761	0.50	0.406
**Jarid2**	jumonji, AT rich interactive domain 2	-0.64	0.0434	0.64	0.0015	2.56	0.0000	1.87	0.002
**Ikbke**	inhibitor of kappaB kinase epsilon	-0.54	0.1038	0.80	0.0780	2.15	0.0237	1.73	0.073
**Olfml3**	olfactomedin-like 3	-0.26	0.4596	0.96	0.8588	2.39	0.0350	3.11	0.051

R: Pearson correlation R value; FC: Fold Change; p: p value

To visualize the relationship between miR-155, the miR-155 repressed genes identified in **Table 1** and the M1(LPS + IFN-γ) up-regulated genes identified through IPA analysis, a hierarchical clustering analysis was performed on these genes. This highlighted the strong inverse relationship between miR-155 and its repressed genes, as well as an inverse relationship between miR-155 repressed genes and IPA-selected M1(LPS + IFN-γ) Up genes (**Fig 7B**). Interestingly, KO M1(LPS + IFN-γ) macrophages clustered more closely with WT M0 or KO M0 macrophages than with WT M1(LPS + IFN-γ) macrophages through this analysis, suggesting a link between the pattern of expression of this group of genes and the switch from M0 to M1(LPS + IFN-γ) inflammatory phenotype that is mediated by miR-155.

Real-Time PCR on independent datasets confirmed that miR-155 contributed to suppression of its validated targets *Inpp5d*, *Tspan14*, *Ptprj* and *Mafb* (**Fig 7C–7F**, respectively) in M1(LPS + IFN-γ) macrophages. miR-155 deficiency restored *Inpp5d*, *Tspan14* and *Ptprj* expression to WTM0 levels indicating that miR-155 is required for their suppression in M1(LPS + IFN-γ) macrophages. Overall, these data identify various candidate genes that may mediate inflammatory M1(LPS + IFN-γ) phenotype when repressed by miR-155.

## 4. Discussion

Inflammatory macrophages can cause inflammatory disease and tissue damage. Therefore, understanding the molecular programs that control inflammatory M1 phenotype may provide novel targets for therapeutic intervention. Here, we show that rapid and robust M1(LPS+ IFN-γ)-selective up-regulation of miR-155 promotes *Nos2*, *Tnfa* and *Il1b* inflammatory gene expression, as well as their protein products. miR-155 had a strong influence on gene expression, controlling half of the 2FC M1(LPS + IFN-γ) signature, as well as milder widespread effects, modulating smaller gene expression shifts in the remainder of the M1(LPS + IFN-γ) signature. Among the top miR-155 inversely correlated genes that may mediate these effects, we identified and validated miR-155 targets *Inpp5d*, *Tspan14*, *Ptprj* and *MafB*.

miRNA play a critical role in shaping cellular phenotype [44]. Within the immune system, miRNA can modulate the development of opposing Th1 versus Th2 T helper cell phenotypes that mediate autoimmune and allergic disease [32,43]. However, the role of miRNA in controlling macrophage differentiation and effector functions is just beginning to be elucidated. Among 5 miRNA important in inflammatory or LPS responses [32,35–37,43], miR-155 was the most dramatically up-regulated in classically activated M1(LPS + IFN-γ) but not alternatively activated M2(IL-4) conditions. These results corroborate recent findings, which showed that miR-155 was differentially expressed in murine [45] and human [46,47] M1 and M2 macrophages. Although it is known that miR-155 is important in regulating inflammation [48], its key function in regulating distinct macrophage effector cells is novel. Other miRNAs, such as miR-27a, miR-29b, miR-125a, miR-146a, miR-122, miR-181a, miR-204-5p and miR-451 are differentially up-regulated in M1 and M2 spectrum macrophages [45,46]. However, miR-155 is unique in that it is very quickly (within 6 hours) and robustly (around a 100–180 FC increase) up-regulated during M1 differentiation. Elegant studies by O’Connell *et al* have shown that microbial and pro-inflammatory stimuli independently promote miR-155 [49]. For example, IFN-γ or TNF-α were shown to independently up-regulate miR-155 in the absence of LPS stimulus [49]. Overall, miR-155 is downstream of many inflammatory stimuli via NF-kB and other pathways [49]. The convergence of multiple inflammatory pathways into miR-155 expression highlights the importance of what are the consequences of miR-155 expression on the inflammatory phenotype of macrophages. Additional work will be required to exactly quantify IFN-γ's synergistic role in miR-155 up-regulation and downstream effects on M1 phenotype. Whether the drastic up-regulation of miR-155 in M1 macrophages is necessary to globally suppress many direct targets or very efficiently suppress a few key targets remains to be determined. Our data show that miR-155 controls expression of ~51% of all genes that define the M1(LPS+IFN-γ) phenotype. This is consistent with reports that miR-155 is downstream of several molecules necessary for induction of the M1 phenotype, such as TLRs [50] or Akt2 activity [51]. Expression of M1 markers was also reduced with miR-155 oligonucleotide inhibitors, suggesting a central role of miR-155 in establishing the M1 phenotype. Overall, these data point to a large and central role of miR-155 in regulating M1 phenotype.

It is still not known how miR-155 regulates inflammatory phenotype but miRNAs generally suppress gene expression. In WT M1(LPS + IFN-γ) macrophages–in which miR-155 is strongly induced–we identified 370 predicted or proven miR-155 target genes that are decreased to some extent. This suggests that the typical M1(LPS + IFN-γ) phenotype requires direct repression of hundreds of genes by miR-155. Among the most repressed miR-155 targets we confirmed we found *Inpp5d*, *Tspan14*, *Ptprj* and *MafB* [52–55]. We hypothesize that suppression of these genes is required for enhancement of M1-promoting pathways such as Akt2 [51] and Notch1 signaling [56,57], as well as inflammatory cytokine production. Supporting this, loss of *Inpp5d*/SHIP-1 in macrophages promotes Akt signaling [58]. Ptprj loss also strongly promotes Akt signaling. Since Akt2 is known to be required for M1 polarization [51], it is possible that miR-155-mediated suppression of *Inpp5d*/S and Ptprj in M1(LPS + IFN-γ) macrophages promotes Akt2 signaling. Interestingly, a miR-155/Akt2 positive feedback loop may exist, as Akt2 is required for complete miR-155 up-regulation [51]. In Akt2 KO mice, such lack of miR-155 decreased M1 and promoted M2 phenotype in a CEBPβ-dependent manner [51]. In contrast, we did not observe decreases in CEBPβ in M1macrophages. It is important to note that loss of *Inpp5d*/SHIP-1 had previously been found to be required for M2 differentiation [59] and we confirmed decreases in *Inpp5d* transcripts occur in both M1 and M2 cells, indicating that this is a common pathway in activated macrophages. Maf, an experimentally proven miR-155 target [55], may mediate cytokine effects, as it directly represses IL-12 transcription and indirectly represses other inflammatory cytokines [60]. Accordingly, we observed a complete lack of expression of IL-12 in any conditions except for WT M1(LPS + IFN-γ) macrophages (S3 **Table**), suggesting this is an important link in inflammatory phenotype mediated by miR-155. 

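Both probe sets of Il12b, the shared subunit of IL-12 and IL-23, stayed at low intensity on all KO arrays. They read 16 ± 2.89 and 12.6 ± 1.05 (SD, n = 2) in KO M0, 21.2 ± 3.17 and 17 ± 4.66 in KO M1 and 16 ± 2.21 and 13.6 ± 0.0309 in KO M2. Their log2 changes between KO M1 and KO M0 were 0.41 (SE 0.18, adjusted p = 0.24 from limma) and 0.41 (SE 0.18, adjusted p = 0.26, and 0.028 without KO M1 of mouse 2). Il12a, the other subunit of IL-12, read 12.2 and 12.9 in KO M0, and 48.2 and 18.1 in KO M1 of mouse 1 and mouse 2. Its log2 change was 1.23 (SE 0.36, adjusted p = 0.087 from limma), and 1.94 without KO M1 of mouse 2.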

Finally, the contribution of Tspan14, a transmembrane protein [61–63], may be mediated by its interactions with ADAM10, which modulates M1-promoting Notch1 signaling [56,57]. Overall, our data support the hypothesis that inflammatory macrophage phenotype develops as a consequence of miR-155-dependent suppression of genes that inhibit the M1(LPS + IFN-γ) phenotype.

Interestingly, the down-regulation of several M2 markers that normally occurs during M1 differentiation was dampened in the KO M1(LPS + IFN-γ) macrophages, with a very strong effect on mannose receptor. The M2-exclusive marker Egr2 [17] was also less suppressed in miR-155 KO macrophages. However, the level of expression of these markers resembled more that of an M0 than an M2 macrophage, supporting that miR-155 is required for M1 differentiation and that its loss maintains macrophages in a more M0-like state.

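Mrc1, the mannose receptor, was lower in KO M1 than in either other condition. It read 165 ± 49.1 (SD, n = 2) in KO M1, 3318 ± 70.8 in KO M0 and 9144 ± 621 in KO M2. The log2 change of KO M1 was -4.36 against KO M0 (SE 0.19, adjusted p = 3.1e-05 from limma) and -5.82 against KO M2 (SE 0.19, adjusted p = 1.3e-06). Egr2, a transcription factor induced by IL-4, read 13.1 ± 7.97 (SD, n = 2) in KO M1, 135 ± 4.41 in KO M0 and 1068 ± 47.4 in KO M2 at 1 probe set. The log2 change there was -3.5 against KO M0 (SE 0.34, adjusted p = 0.00066, and -2.84 and -4.17 without KO M1 of mouse 1 and of mouse 2) and -6.49 against KO M2 (SE 0.34, adjusted p = 1.1e-05, and -5.83 and -7.15 without these arrays in turn). At the other probe set it was -3.32 against KO M0 (SE 0.52, adjusted p = 0.0063, and 0.072 without KO M0 of mouse 1), and -2.3 and -4.35 without KO M1 of mouse 1 and of mouse 2. In the paper's values the fold of M1 over M0 was 0.015 in WT and 0.05 in KO for Mrc1. For Egr2 it was 0.074 and 0.098 at the first probe set and 0.077 and 0.126 at the other. The falls against KO M0 do not speak against this comparison with WT, which has no test here. Among the probe sets of S4 Table, 7 were higher and 14 lower in KO M2 than in KO M0 (16 higher and 19 lower when adjusted over the list alone). Without KO M0 of mouse 1 and of mouse 2, 6 and 7 were lower, and without KO M2 of mouse 1, 9 were. Of the 21 lower in KO M1, 4 were higher in KO M2, those of Mrc1, Egr2 (2 probe sets) and Igf1 (1 of 4). Of the same 21, 3 were lower in KO M2, those of Maf (2 probe sets) and Tgfbr2. The other Igf1 probe sets had log2 changes from 0.24 to 0.47 in KO M2 and did not pass the test. The Igf1 probe set had 0.55 in KO M2 (SE 0.12, adjusted p = 0.026, and 0.054 with the mouse as a block), and its adjusted p was up to 0.16 without any KO M0 or KO M2 array. The other Egr2 probe set had 2.95 (SE 0.52, adjusted p = 0.011, and up to 0.1 without any of these arrays).

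**Figure D2:**
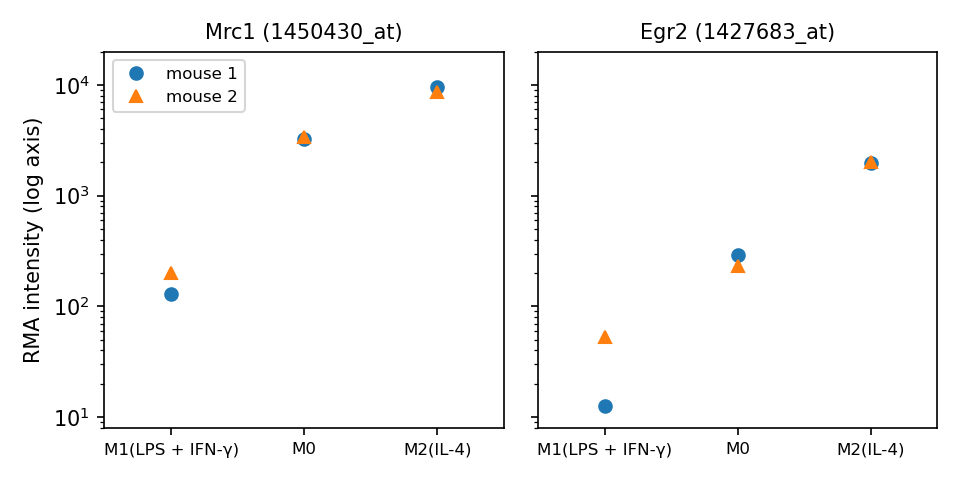
RMA intensity of Mrc1 and Egr2 on a log axis in KO M1, KO M0 and KO M2 macrophages, with a circle for mouse 1 and a triangle for mouse 2. Both genes were lowest in KO M1 and highest in KO M2.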

The classical M1 and alternatively activated M2 phenotypes represent *in vitro*-derived extremes of a spectrum of *in vivo* macrophage phenotypes that change as a function of the inflammatory milieu [6,7,64]. Still, acute inflammatory macrophage responses *in vivo* express characteristics of *in vitro* M1 macrophages [17] and these cells are known to play a beneficial role in fighting infectious agents. However, excessive M1 responses can drive chronic inflammation leading to tissue injury or autoimmune disease [8]. In these scenarios, reducing M1 responses would be a therapeutically desirable option. Our data indicate that miR-155 plays a critical role in development of inflammatory M1(LPS + IFN-γ) responses, with particular emphasis on NO and IL-12 signaling pathways. Published data support that miR-155 plays a similar role in *in vivo* inflammatory disease models. miR-155 drives the inflammatory effects of TREM-1 in acute lung injury [65], mediates TNF-α, IL-1β and ROS in ischemia reperfusion injury [66] and promotes autoimmune lupus [67] and inflammation-induced neurological dysfunction [68]. The fact that our *in vitro* data shows that miR-155 oligonucleotide inhibitors are capable of producing effects similar to a miR-155 deficiency in macrophages provides promise for designing therapeutic strategies aimed at dampening inflammatory macrophage-mediated disease.

In conclusion, we have identified miR-155 as a small RNA that has a critical defining effect on the inflammatory M1 macrophage response. As a key molecule driving inflammatory macrophage phenotype, miR-155 shows potential as a therapeutic target in a myriad of inflammatory diseases. Conversely, it may be beneficial to enhance miR-155 activity to improve resistance to infections. Further work to develop drugs or delivery systems that specifically target miR-155 signaling in macrophages will help translate these promising findings into new effective therapies.

## Supporting Information

S1 Fig Myeloid cell populations in lymphoid tissues in miR-155 knockout mice. Percentage of polymorphonuclear leuokocytes (PMNs: Ly6C^+^Ly6G^+^), CD11c^+^ dendritic cells (Ly6C^-^Ly6G^-^ CD11c^hi^), monocytes (Ly6G^-^CD11c^-^ CD11b^+^Ly6C^hi^) and macrophages (Ly6G^-^ CD11c^-^ CD11b^hi^ Ly6C^int^) determined using flow cytometry in (A) bone marrow, (B) lymph nodes and (C) spleen in wild-type (WT, n = 3) and knockout (KO, n = 3) mice. Data from one experiment representative of 2–3 independent experiments.
(TIF)

S1 Table Genes increased more than 2-fold in KO M1 vs. KO M0 macrophages.

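S1 Table lists 243 probe sets with 177 distinct gene symbols, selected on the ratio of mean intensities between KO M1 and KO M0 and on a p-value. The methods' t-test on linear values, at the unadjusted threshold, gave 243 probe sets, all of them in the table.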

S2 Table Genes decreased more than 2-fold in KO M1 vs. KO M0 macrophages.

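S2 Table lists 711 probe sets, 1 of them a control probe set, with 493 distinct symbols. The methods' t-test on linear values gave 709 at the unadjusted threshold, and 708 of these are in the table.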

S3 Table M1 macrophage markers compared between WT M1vs. WT M0 and KO M1 vs. KO M0 macrophages.

S4 Table M2 macrophage markers compared between WT M1vs. WT M0 and KO M1 vs. KO M0 macrophages.

S5 Table miR-155 targets down-regulated in WT M1 vs. WT M0.

How the deposited data were processed for this re-analysis (not part of the article)

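Gene expression was measured in bone marrow-derived macrophages of 2 miR-155 KO mice in M0, M1(LPS + IFN-γ) and M2(IL-4) conditions, on 6 Affymetrix mouse arrays. The authors normalized the raw arrays with RMA in the Expression File Creator of GenePattern and deposited linear intensities per probe set, in 2 tables whose values differed by at most 5e-06. The version of RMA, and whether other arrays were normalized with these, are not given in the sources used here. The authors' deposited table also holds the mean signal of each condition, which is the mean of its 2 linear intensities, and a fold and a p-value per comparison. The fold lay within 1% of the ratio of those means for 45036 of 45037 probe sets. All 45037 of its p-values for KO M0 against KO M1 lay within 0.001 of an unpaired t-test with equal SD on the linear intensities, with no adjustment.

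The deposited intensities were put on the log2 scale. Of 45101 probe sets, 64 control probe sets were left out, and 45037 were tested. By the authors' annotation 38544 had 1 gene symbol, 859 had several and 5634 had none. Counts of genes used only probe sets with 1 symbol, which name 20967 genes. Of these symbols 16422 are current in the RefSeq gene table of GRCm38.p6, 2026 matched through a synonym and 2519 matched neither, and the authors' symbols are printed. No probe set with several symbols was named.

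The 3 conditions were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend, not robust), which had 3 residual and 5.49 prior degrees of freedom. The p-values are two-sided and adjusted by Benjamini-Hochberg over all probe sets tested. A probe set was counted as higher or lower at an adjusted p under 0.05 and a fold of at least 2, and a single gene or list member at an adjusted p under 0.05. Tested on simulated data for KO M1 against KO M0 over 45037 probe sets, the fit called 22% of the probe sets given a log2 change of 0.58, 98% at 1, and 100% at 1.5 and at 2. It made 180 calls, and 20 of them were false, from among 44837 unchanged probe sets. This share of false calls is above the adjusted p threshold of 0.05. The simulated noise was drawn from the shrunken variances, so it can be smoother than that of the arrays. In the simulation 200 probe sets were changed, while in the data 1241 were called higher and 1945 lower without a fold threshold. The shares recovered therefore belong to a sparser setting than the data.

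Gene lists were fixed before the data were examined, as were the alternatives, apart from the crossed pairing. They cover interferon-stimulated genes, inflammatory cytokines, chemokines and NF-kB genes, costimulation and adhesion, TLR and IFN-γ receptor signalling, MHC class I and class II, cell cycle, cholesterol synthesis and uptake, glycolysis, TCA cycle and oxidative phosphorylation, lysosome, IL-4 response genes, stress responses, macrophage identity, and markers of neutrophils, B cells, T and NK cells, mast cells and basophils, erythroid cells, fibroblasts, osteoclasts and dendritic cells. Members of a list with 5 or fewer calls are named as well, after their values were seen. A gene was represented by its probe set with the highest mean. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Of the camera calls of these lists for KO M1 and KO M2 against KO M0, only that of the IL-4 response genes in KO M2 holds with the estimated correlation. Fry, a further planned list test, gave KO M1 adjusted p of 0.016 for cell cycle and costimulation, and 0.023 for the inflammatory, lysosome and TLR lists. With the mouse as a block these were 0.08 to 0.1. The other lists did not pass fry in KO M1, with 0.25 for interferon-stimulated genes. In KO M2 fry gave 0.0002 for IL-4 response (0.0057 with the block), 0.017 for MHC class II, 0.013 for macrophage identity and 0.021 for osteoclast markers. With the block, MHC class II and macrophage identity had 0.054 and osteoclast markers 0.1, so none of these passed. The other lists did not pass fry in KO M2, with 0.064 for interferon-stimulated genes. The genes named are the 10 with the largest rise and the 10 with the largest fall in each of these comparisons that passed the threshold in the same direction in both mice, the 2 to 4 members of each list with the largest change past the test, and genes the paper names for the arrays, whose values in the paper's tables had been seen. For genes of the paper's tables, the probe sets of those tables were used. The values of some genes under this rule are not reported here.

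The labels give each array a title with KO1 or KO2 and a biological replicate number. Arrays of one number are therefore taken to come from the same mouse, and the numbers pair the arrays. The deviations of same-numbered arrays from their group means correlated at -0.162 between KO M1 and KO M0, 0.209 between KO M2 and KO M0 and -0.215 between KO M1 and KO M2. Negative and positive values both occurred, so they do not settle the pairing. A fit with the mouse as a block was run as an alternative, and its value is given beside a result where it changes the call or moves a count of calls by over 1.5 times. The other alternatives were each array left out in turn, the 2 compared groups alone, a variance trend with robust fitting, a filter keeping the 15710 probe sets that reached 100 on at least 2 arrays, repeated quantile normalization, median centring, the other deposited table, the methods' t-test, and other thresholds. With an array left out, the remaining array of that condition is assumed to vary like the other groups. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The WT arrays, and the results that rest on WT gene lists or RT-PCR, were not analysed here. Array intensities have no count depth, and probe sets near the lowest intensities understate folds.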

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

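Each test of an explanation in this part was chosen after the result was seen, apart from the scaling alternatives it draws on.

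The KO M2(IL-4) arrays, which the paper does not report on, differed from KO M0 at 657 probe sets that were higher and 603 that were lower (395 lower without KO M0 of mouse 1). Of the IL-4 response genes, 28 of 32 were higher in KO M2.

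Interferon-stimulated genes were lower in KO M2 than in KO M0, at 29 of 38 members by limma (18 without KO M0 of mouse 1 and 19 without KO M2 of mouse 1), outside the arrays the paper reports on. Ifit3 had a log2 change of -5.37 (SE 0.49, adjusted p = 0.00045) and Ifit2 -5.08 (SE 0.55, adjusted p = 0.0011). Under the scaling that left fewest, 29 members were called lower. RMA had already equalised the arrays before these scalings, so they could change little and do not decide on a scaling difference. RNA integrity cannot be told apart from the stimulation, because the median log2 change of 0.79 for the list in KO M1 does not decide, since IFN-γ induces such genes and the mean 3'/5' ratios moved less from KO M0 there (log2 0.2 for Gapdh and 0.04 for Actb) than in KO M2 (0.23 and 0.12). KO M2 and KO M0 differ by design in IL-4, whose effect on these genes was not tested further.

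Cell cycle genes were lower in KO M1 than in KO M0 at 40 of 42 members, in a group of genes the paper does not discuss for these arrays. Under the scaling that left fewest, 40 were called lower, but RMA had already equalised the arrays, so this does not decide on scaling. Fewer cells of other types in the KO M1 cultures cannot be told apart from a change within macrophages, because only 3 of 52 markers of neutrophils, B cells, T and NK cells, mast cells and basophils, erythroid cells and fibroblasts reached 100 in KO M0, with a median log2 change of 0.13. RNA integrity as the whole cause is argued against by KO M2, where the mean 3'/5' ratios moved at least as far from KO M0 (log2 0.23 for Gapdh and 0.12 for Actb, against 0.2 and 0.04 in KO M1) and the list had a median log2 change of -0.27 (lower quartile -0.41), against -2.23 in KO M1. KO M1 and KO M0 differ by design in LPS and IFN-γ, whose effect on these genes was not tested further.

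Lysosome genes were lower in KO M1 at 7 of 34 members, and at 3 without either KO M0 array. The paper's text names 1 of the 7, Lipa.

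Interferon-stimulated genes were higher in the KO M1 array of mouse 1 than in that of mouse 2, by a median log2 difference of 1.19. The median over all probe sets was -0.02, so the deposited values hold no array-wide shift of this size. RMA equalises the arrays, so this does not show whether one was present before. A difference between the mice in every condition is argued against by a median for the list of at most 0.09 in KO M0 and KO M2. A weaker response of the whole M1 programme in mouse 2 cannot be told apart from one of these genes alone, since the response of other probe sets at least 2-fold higher in KO M1 differed between the mice by a median of 0.42, and that of the inflammatory list by 0.48, against 1.09 for the interferon-stimulated genes. A difference in the handling of a single culture stays open, and no biological explanation was tested.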

How the results depend on the processing

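Leaving out each array in turn gave 300 to 693 probe sets and 202 to 468 genes higher in KO M1 than in KO M0, and 607 to 1035 probe sets and 417 to 668 genes lower. The range of KO M2 vs KO M0 probe sets lower was 395 to 651. M1 markers under 2-fold ranged from 9 to 15, M2 markers lower in KO M1 from 11 to 21, and miR-155 targets above 1-fold from 31.7% to 34.1%. The ends of the first range come from leaving out KO M0 of mouse 1 and KO M1 of mouse 2. Without KO M1 of mouse 1, Cmpk2 (log2 change -1.36), Ifit2 (-0.74) and Rsad2 (-0.71) were called lower in KO M1, and without KO M1 of mouse 2 they were called higher (1.62, 1.49 and 1.53). The cause was not tested.

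Without a fold threshold, limma called 1241 probe sets and 922 genes higher and 1945 probe sets and 1237 genes lower in KO M1 than in KO M0, 1624 higher and 1610 lower in KO M2 than in KO M0, and 2391 higher and 3438 lower in KO M1 than in KO M2, as the setting's construction requires. The methods' t-test on linear values, unadjusted, called 243 probe sets and 172 genes higher and 709 probe sets and 487 genes lower in KO M1 than in KO M0. It gave 525 KO M2 vs KO M0 probe sets higher and 524 KO M2 vs KO M0 probe sets lower, and 454 KO M1 vs KO M2 probe sets higher and 997 KO M1 vs KO M2 probe sets lower. After Benjamini-Hochberg adjustment it called 0 in each direction of each comparison. Repeated quantile normalization put 32.3% of the miR-155 targets above 1-fold. With an estimated correlation, 1 of the 44 list tests passed, against 20 with the preset one. The cause was not tested for these.

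With the mouse as a block, 446 probe sets were higher and 847 lower in KO M1 than in KO M0, and 21 of the 44 list tests passed. Over 356 values of named genes the block ended 21 calls and added 6, and it moved no count of probe sets by over 1.5 times. The crossed pairing, chosen after seeing the data, called 491 higher and 885 lower in KO M1 than in KO M0 and 971 higher and 1422 lower in KO M1 than in KO M2. The trend and robust fit, the 2 groups alone, the filter, median centring and the other deposited table kept each count of probe sets within 1.5 times. Signal over background limits dim genes such as Il6 and Il12b.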

Differences from the paper's values

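For genes higher in KO M1 than in KO M0, the paper's count is 177 and the count here is 310, at the paper's fold and p thresholds but with limma in place of its test. For S1 Table, the paper lists 243 probe sets and limma called 450. Of the alternatives set before the data were examined, the methods' t-test on linear values, unadjusted, gave 172 genes and 243 probe sets, and the t-test on log2 values 222 genes and 327 probe sets. Leaving out KO M0 of mouse 1 gave 202 genes and 300 probe sets. Leaving out KO M0 of mouse 2 gave 258 genes, and the filter on dim probe sets 265 genes, both within 1.5 times of the paper's, but with 375 and 379 probe sets. The other alternatives stayed over 1.5 times away. The paper's methods state Benjamini-Hochberg adjusted p-values, and with that adjustment the methods' t-test called 0 probe sets, against the 243 without it.

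For the miR-155 targets of S5 Table, the paper's share above 1-fold is 80% and the share here is 33.1% in KO M1 against KO M0. The paper's number above 2-fold is 18 and the number here is 1. No alternative set before the data were examined comes within 1.5 times of either. The paper's sentence names both KO M1 vs. KO M0 and KO M1 vs. WT M1, and its KO M1 vs. WT M1 column gives 79.4% and 18, while its KO M1 vs. KO M0 column gives 33.1% and 1.

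The paper states that CD40, CD86, CD49e and Ccr7 were not induced in KO M1 macrophages. Itga5, which encodes CD49e, was higher in KO M1 by 2.58-fold (adjusted p = 0.00036 from limma), and Ccr7 had a log2 change of 0.59 (adjusted p = 0.047, 0.063 with the mouse as a block, and 0.22, 0.23, 0.15 and 0.074 without KO M0 of mouse 1, KO M0 of mouse 2, KO M1 of mouse 2 and either KO M2 array). Cd40 and both probe sets of Cd86 did not pass the test with all arrays. Without KO M1 of mouse 2, which leaves 1 KO M1 array, Cd40 had a log2 change of 2.38 and 1 probe set of Cd86 had 0.68.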

Other observations

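In KO M2(IL-4) macrophages the genes with the largest rise included Arg1, Retnla, Ear11 and Mgl2 of the IL-4 response list. Arg1, which breaks down arginine, had a log2 change of 9.75 against KO M0 (SE 0.22, adjusted p = 1.8e-07 from limma), Retnla 8.19 (SE 0.14), Ear11 7.98 (SE 0.17), the lectin Mgl2 7.96 (SE 0.13), Tmem26 7.58 (SE 0.14), Chi3l3 6.98 (SE 0.39), the transporter Slc7a2 6.93 (SE 0.2), Socs2 6.34 (SE 0.16), Ch25h 5.87 (SE 0.33) and Mcf2l 5.8 (SE 0.23). The IL-4 response list, with 28 of 32 members higher (30 when adjusted over the list alone), had a camera adjusted p of 1e-47, and an adjusted p of 0.034 with an estimated correlation. All 6 MHC class II genes measured were higher (6 when adjusted over the list alone), among them H2-Eb1 by 3.08 (SE 0.24) and Cd74 by 2.76 (SE 0.21), with a camera adjusted p of 1.2e-10 and an adjusted p of 0.33 with an estimated correlation. Of 10 osteoclast markers 4 were higher (5 when adjusted over the list alone). They were 4833422F24Rik by 5.79 (SE 0.21), the integrin Itgb3 by 4.51 (SE 0.17), Tm7sf4 by 2.56 (SE 0.19) and Ctsk by 0.58 (SE 0.13, adjusted p = 0.034, 0.053 with the mouse as a block and up to 0.21 without any KO M0 or KO M2 array). By camera its adjusted p was 9.2e-05, and the adjusted p was 0.46 with an estimated correlation. The log2 ratio of 3′ to 5′ signal in KO M2 was 0.2 and 0.11 for Gapdh and 0.32 and 0.23 for Actb, above both KO M0 arrays.

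The largest falls in KO M2 included Ifit1 at -4.04 (SE 0.55), the formyl peptide receptor Fpr2 at -3.98 (SE 0.23), Ms4a4c at -3.98 (SE 0.24), Gm14446 at -4.64 (SE 0.63), E030037K03Rik at -4.24 (SE 0.4), Rsad2 at -3.86 (SE 0.55, adjusted p = 0.0044, and 0.051 without KO M0 of mouse 1), Cmpk2 at -3.98 (SE 0.75, adjusted p = 0.016, and up to 0.12 without any KO M0 or KO M2 array) and the iron exporter Slc40a1 at -3.72 (SE 0.28). Of 38 interferon-stimulated genes 29 were lower (32 when adjusted over the list alone). Without KO M0 of mouse 1 and KO M2 of mouse 1, 18 and 19 were lower. The list had a camera adjusted p of 6e-30, and an adjusted p of 0.46 with an estimated correlation. Of 8 macrophage identity genes 4 were lower (4 when adjusted over the list alone), namely the Fc receptor Fcgr1 at -3.36 (SE 0.23), Cd14 at -1.57 (SE 0.22), Emr1 at -0.85 (SE 0.13) and Mertk at -0.81 (SE 0.19). With KO M0 of mouse 2 or KO M2 of mouse 1 left out, 2 were lower, since the adjusted p of Emr1 (0.0071) was up to 0.078 without these arrays, and that of Mertk (0.036) up to 0.23 without any KO M0 or KO M2 array. Camera gave the list an adjusted p of 0.00011, and the adjusted p was 0.33 with an estimated correlation.

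The other lists in KO M2 moved less, and of the members named Ccl7, Nfkb1, Rel, Il18, Tlr2 and Atf3 were chosen after their values were seen. Of 14 MHC class I and antigen processing genes 3 were lower (5 when adjusted over the list alone), Tap1, Psmb9 and Nlrc5 (adjusted p of 0.031, 0.016 and 0.039), and 0 were without any KO M0 or KO M2 array, with adjusted p of up to 0.22, 0.13 and 0.23 for these genes, and 5 without either KO M1 array. For the list, camera gave an adjusted p of 0.00035, and the adjusted p was 0.77 with an estimated correlation. Of 14 glycolysis genes 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), Hk2, Pfkp and Slc2a1, and Pfkfb3. With KO M0 of mouse 1 left out, 0 were higher, and with KO M0 of mouse 2 or KO M2 of mouse 1 left out, 1 was. Over these arrays the adjusted p was up to 0.071 for Hk2 and 0.18 for Slc2a1, and that of Pfkp was 0.055 without KO M0 of mouse 1. Pfkfb3 had an adjusted p of 0.011, and up to 0.093 without either KO M0 array or KO M2 of mouse 2. The camera adjusted p was 0.0078, and the adjusted p was 0.77 with an estimated correlation. Of 32 TCA cycle and oxidative phosphorylation genes Cyc1 alone was higher (6 when adjusted over the list alone), and 0 were with the mouse as a block (adjusted p = 0.07 for Cyc1) or without any KO M0 or KO M2 array (up to 0.31), and 2 without either KO M1 array. By camera its adjusted p was 0.0011, and the adjusted p was 0.77 with an estimated correlation. Of 15 stress response genes 5 were higher (5 when adjusted over the list alone), Asns, Atf3, Atf4, Chac1 and Trib3. With KO M0 of mouse 1 left out, 0 were higher, and with KO M0 of mouse 2 or either KO M2 array left out, 3 were. Without KO M0 of mouse 1 the adjusted p was 0.17 for Asns, 0.32 for Atf4, 0.06 for Trib3 and 0.054 for Chac1. It was up to 0.057 for Atf3 without either KO M0 array, up to 0.24 for Atf4 without KO M0 of mouse 2 or either KO M2 array and up to 0.22 for Asns without either KO M2 array, and 0.075 for Atf4 with the mouse as a block. Camera gave the list an adjusted p of 0.0035, and the adjusted p was 0.77 with an estimated correlation. Of 34 lysosome genes 4 were higher (4 when adjusted over the list alone), Atp6v0a1, Npc1, Gaa and Atp6v1b2, with 2 under the block or without KO M2 of mouse 2, and 1 without either KO M0 array or KO M2 of mouse 1. Over these arrays the adjusted p was up to 0.27 for Gaa and 0.23 for Atp6v1b2, and for Npc1 up to 0.079 without either KO M0 array or KO M2 of mouse 1. The block gave Gaa 0.079 and Atp6v1b2 0.062. For the list, camera gave an adjusted p of 0.55. Of 39 inflammatory genes 5 were higher (8 when adjusted over the list alone), Il1a, Ccl7, Nfkb1, Rel and Edn1, and 5 lower (7 when adjusted over the list alone), Il18, Saa3, Nfkbiz, Marco and Tlr2. Without either KO M1 array, 8 were higher and 8 lower, and without KO M0 of mouse 2 or KO M2 of mouse 1, 3 were lower. The adjusted p was up to 0.12 for Il1a without any KO M0 or KO M2 array, 0.067 for Il18 without KO M0 of mouse 1, up to 0.12 for Nfkbiz without either KO M0 array or KO M2 of mouse 1, and up to 0.13 for Marco without KO M0 of mouse 2 or KO M2 of mouse 1. The camera adjusted p was 0.87. Of 21 genes of TLR and IFN-γ receptor signalling 2 were higher, Jak2 and Socs1, and 3 lower, among them Cd14 and Irak3 (5 and 6 when adjusted over the list alone), with 5 lower without either KO M1 array. Irak3 had an adjusted p of 0.01, and up to 0.084 without KO M0 of mouse 2 or either KO M2 array. By camera its adjusted p was 0.87. Of 11 costimulation genes Cd38 and Itgal were lower (2 lower and 1 higher when adjusted over the list alone), and 1 was without either KO M0 array (0.068 for Cd38) or KO M2 of mouse 1 (0.059 for Itgal). Camera gave the list an adjusted p of 0.55. By limma 0 of 42 cell cycle genes changed (0 when adjusted over the list alone, 7 lower at an unadjusted p under 0.05, 7 lower without KO M2 of mouse 2, and 1 with the mouse as a block or without either KO M1 array), with a camera adjusted p of 4.7e-05 and an adjusted p of 0.77 with an estimated correlation. Likewise 0 of 24 cholesterol genes changed (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.16.

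In KO M1, 6 of 24 cholesterol synthesis and uptake genes were higher (9 when adjusted over the list alone). With the mouse as a block 3 were higher. With KO M0 of mouse 1 left out 0 were, with KO M0 of mouse 2 or KO M1 of mouse 1 left out 2 were, and with KO M1 of mouse 2 left out 13 were. For the list, camera gave an adjusted p of 2.3e-06, and the adjusted p was 0.54 with an estimated correlation. Of the members named next, Ccl24, Il4ra and Ppargc1b were chosen after their values were seen. Of 14 glycolysis genes Pfkfb3 and Hk2 were higher (6 when adjusted over the list alone), and 4 were without KO M1 of mouse 1. The camera adjusted p was 0.00088, and the adjusted p was 0.54 with an estimated correlation. Of 14 MHC class I genes Tap1, Tap2 and Psmb9 were higher (4 when adjusted over the list alone), with 1 without KO M0 of mouse 2 and 6 without KO M1 of mouse 2. Tap2 had an adjusted p of 0.0058, and 0.069 without KO M0 of mouse 2, and Psmb9 had 0.026, and up to 0.17 without either KO M0 array or KO M1 of mouse 1. By camera its adjusted p was 0.00088, and the adjusted p was 0.54 with an estimated correlation. Of 6 MHC class II genes H2-Ab1 was higher by 1.73 (SE 0.23, and 1 when adjusted over the list alone), with a camera adjusted p of 0.057 (0.021 with the mouse as a block, and an adjusted p of 0.54 with an estimated correlation). Of 15 stress response genes Hmox1 was higher (4 higher and 2 lower when adjusted over the list alone), at an adjusted p of 0.025, and up to 0.2 without either KO M0 array or KO M1 of mouse 1. With the mouse as a block 2 of this list were higher, and without KO M1 of mouse 1, 2 were lower. Camera gave the list an adjusted p of 0.88. Of 8 macrophage identity genes Itgam was higher (3 higher and 1 lower when adjusted over the list alone), at an adjusted p of 0.0076, and 0.093 without KO M0 of mouse 1, with 2 higher without KO M1 of mouse 2. For the list, camera gave an adjusted p of 0.22. Of 32 TCA cycle and oxidative phosphorylation genes Idh1 and Fh1 were lower (1 higher and 3 lower when adjusted over the list alone), and 0 were without either KO M0 array, with adjusted p of up to 0.13 and 0.095. By limma 0 were higher, with 6 at an unadjusted p under 0.05. The median of this list was 0.06 while camera ranked it down (adjusted p = 0.95). Of 32 IL-4 response genes Arg1, Ccl24, Il4ra and Ppargc1b were higher and 6 lower (6 and 8 when adjusted over the list alone), with 2 higher without KO M0 of mouse 1, where Ppargc1b had an adjusted p of 0.062. Arg1 had an adjusted p of 0.041, 0.076 with the mouse as a block, and up to 0.26 without any array other than KO M1 of mouse 1. The camera adjusted p was 0.072.

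Markers of other cell types were mostly near background. In KO M1, 1 of 10 neutrophil markers, 1 of 8 mast cell and basophil markers and 1 of 10 fibroblast markers were higher (1, 2 and 1 when adjusted over the list alone), with camera adjusted p of 0.44, 0.057 and 0.47. By limma 0 of 8 B cell, 0 of 11 T and NK cell, 0 of 5 erythroid and 0 of 7 dendritic cell markers changed there (0 in each when adjusted over the list alone, and 1, 0, 1 and 1 higher at an unadjusted p under 0.05), with camera adjusted p of 0.44, 0.85, 0.69 and 0.95. Without KO M1 of mouse 1, 1 B cell marker was higher. In KO M2, Zbtb46 of dendritic cells had a log2 change of 0.54 (SE 0.13, adjusted p = 0.039, and 0.069 with the mouse as a block). Its adjusted p was 0.22 and 0.2 without KO M0 of mouse 1 and of mouse 2, and 0.21 and 0.063 without KO M2 of mouse 1 and of mouse 2. This list (1 higher when adjusted over the list alone) had a camera adjusted p of 0.55. By limma 0 markers of neutrophils, B cells, T and NK cells, mast cells and basophils, erythroid cells and fibroblasts changed in KO M2, also at an unadjusted p under 0.05 and when adjusted over the list alone. Their camera adjusted p was 0.24 for neutrophils, 0.99 for B cells and for fibroblasts, 0.55 for T and NK cells, 0.43 for mast cells and basophils and 0.7 for erythroid cells. Without KO M2 of mouse 2, 2 fibroblast markers were higher.

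The discussion of the paper states that CEBPβ did not decrease in M1 macrophages, without naming the genotype. In KO cells Cebpb, a transcription factor of macrophage activation, was higher in KO M1 at 4019 ± 69.6 (SD, n = 2) than in KO M0 at 1457 ± 305 (SD, n = 2). The log2 change was 1.48 (SE 0.16, adjusted p = 0.00092 from limma). In KO M2 it was 1790 ± 39.1 (SD, n = 2), a log2 change of 0.31 against KO M0 (SE 0.16, adjusted p = 0.33).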
